# *Hes1* regulates anagen initiation and hair follicle regeneration through modulation of hedgehog signaling

**DOI:** 10.1002/stem.3117

**Published:** 2019-11-26

**Authors:** Wei‐Jeng Suen, Shao‐Ting Li, Liang‐Tung Yang

**Keywords:** adult stem cells, cellular proliferation, epidermis, notch, signal transduction

## Abstract

Adult hair follicles undergo repeated cycling of regression (catagen), resting (telogen), and growth (anagen), which is maintained by hair follicle stem cells (HFSCs). The mechanism underlying hair growth initiation and HFSC maintenance is not fully understood. Here, by epithelial deletion of *Hes1*, a major Notch downstream transcriptional repressor, we found that hair growth is retarded, but the hair cycle progresses normally. *Hes1* is specifically upregulated in the lower bulge/HG during anagen initiation. Accordingly, loss of *Hes1* results in delayed activation of the secondary hair germ (HG) and shortened anagen phase. This developmental delay causes reduced hair shaft length but not identity changes in follicular lineages. Remarkably, *Hes1* ablation results in impaired hair regeneration upon repetitive depilation. Microarray gene profiling on HFSCs indicates that *Hes1* modulates Shh responsiveness in anagen initiation. Using primary keratinocyte cultures, we demonstrated that *Hes1* deletion negatively influences ciliogenesis and Smoothened ciliary accumulation upon Shh treatment. Furthermore, transient application of Smoothened agonist during repetitive depilation can rescue anagen initiation and HFSC self‐renewal in *Hes1*‐deficient hair follicles. We reveal a critical function of *Hes1* in potentiating Shh signaling in anagen initiation, which allows sufficient signaling strength to expand the HG and replenish HFSCs to maintain the hair cycle homeostasis.

**Significance statement**

The adult hair follicles cycle through regression, resting, and growth phases, which is maintained by hair follicle stem cells. During hair growth, progenitors and stem cells of the hair follicle are activated to sustain the downward growth of hair follicles. The understanding of progenitor activation and stem cell maintenance during the hair cycle is still not complete. The present study uncovers a potential link between Notch/Hes1 and Sonic Hedgehog pathways, in which *Hes1* reinforces Hedgehog signaling at the onset of hair growth to expand the progenitors and replenish the stem cells to maintain the hair cycle homeostasis.

## 1 INTRODUCTION

Adult stem cells maintain tissue homeostasis and regeneration throughout an animal's lifetime. The murine hair follicle (HF) provides a model system for the mechanistic study of stem cell behavior during tissue regeneration. The HF consists of three regions: the lower segment (bulb), middle segment (bulge and isthmus), and upper segment (infundibulum). After initial morphogenesis, the lower segment of HFs undergoes repeated cycles of regression (catagen), resting (telogen), and growth (anagen) phases. Underpinning this regenerative cycle is the multipotent and self‐renewal capability of hair follicle stem cells (HFSCs), which reside in a specialized niche called the bulge.^1^

In telogen the bulge HFSCs and secondary hair germ (HG), a small cluster of founder cells beneath the bulge, are kept quiescent through actively repressive signals coming from the niche components and extrafollicular environment.^2^ Counteracting regulatory pathways which include activating Wnt signaling and inhibitory BMP signaling are involved in hair growth. At anagen onset, the HG becomes activated prior to bulge HFSCs by responding to BMP inhibitors and Wnt activators produced by the dermal papillae (DP), a population of mesenchymal cells that directly adjoins the HG, as well as the surrounding macroenvironment. The progeny of proliferative HG then expands downward and generates the hair matrix (Mx). The HG‐derived transit‐amplifying cells (TACs) in the Mx rapidly proliferate and differentiate into the hair shaft and inner root sheath (IRS) during anagen. To sustain anagen progression, TACs in early anagen secrete Shh to promote bulge HFSC proliferation and to stimulate dermal factors to support TAC expansion.^3^ In catagen, the hair progeny (Mx, lower ORS) undergoes apoptosis and the remaining epithelial strand retracts upward together with the DP. At the catagen/telogen transition, some slow‐cycling upper ORS cells survive after catagen to become the new bulge/HG and fuel the next hair cycle.^4^, ^5^, ^6^

Notch signaling involves ligand‐receptor interactions between contacting cells, leading to serial proteolysis of the Notch receptor. This generates the Notch intracellular domain that translocates into the nucleus where it binds Rbpj and Mastermind to activate downstream effectors, including the *Hes* and *Hey* gene families of transcriptional repressors.^7^ Loss and gain‐of‐function animal studies revealed that the canonical Notch‐Rbpj signaling axis acts as a commitment switch at the basal/suprabasal layer of the epidermis.^8^ Loss of Notch signaling does not affect HF patterning or hair placode formation; however, it was shown that HF terminal differentiation requires Notch activity.^8^, ^9^ Whether Notch signaling plays a role in HFSC activation and HF cycling remains elusive, since ablation of Notch1 in HFs causes smaller hair bulb and premature catagen entry.^10^, ^11^

The basic helix‐loop‐helix gene *Hes1* is an important effector mediating context‐dependent functions of Notch signaling in a variety of tissue types. *Hes1* maintains the stem/progenitor cells in the nervous and digestive systems by negatively regulating tissue‐specific basic helix‐loop‐helix activators.^12^ Moreover, *Hes1* is expressed in spinous keratinocytes and keeps their progenitor fate during epidermal development.^13^ Interestingly, the *Hes1*‐null epidermis developed normally when transplanted to adult mice, suggesting a restricted role of *Hes1* in developmental stages. Although *Hes1* is expressed at low levels in telogen HFs, its expression is increased in growing HFs.^14^ As a major Notch downstream effector, the role of *Hes1* in HF differentiation and regenerative hair cycling remains unclear.

Hedgehog signaling is initiated by hedgehog ligands (Sonic Hedgehog, Indian Hedgehog, and Desert Hedgehog) binding to Patched receptor, which derepresses and allows accumulation of Smoothened (Smo) in the primary cilium.^15^ Smo activation transmits downstream signaling cascade to Gli family zinc finger transcription factors, which govern Hedgehog target gene expression. The Hedgehog signaling pathway functions in both the epithelium and mesenchyme during HF development.^16^ Studies in Sonic Hedgehog (Shh) conventional knockout mice reveal that Shh signaling is dispensable for HF initial morphogenesis but required for HF down‐growth in the maturation phase. The smaller DP developed in Shh knockout mice also suggested that Shh is required for DP maintenance.^17^, ^18^ Hedgehog signaling controls numerous developmental processes in a duration‐ and intensity‐dependent manner.^19^

We have demonstrated previously that ablation of *Pofut1*, a critical component of Notch signaling, in HF lineages resulted in disrupted telogen‐anagen transition.^20^ *Pofut1*‐deficient HFs turn into cysts at the second hair cycle, which prevented studying how the Notch‐Hes1 axis participates in hair cycle homeostasis. In this study, we inactivate *Hes1* in the skin using the K14‐Cre driver and describe a novel role for *Hes1* in regulating anagen initiation and HF regeneration through modulation of Shh responsiveness.

## 2 MATERIALS AND METHODS

### 2.1 Animals

Generation of floxed *Hes1* (*Hes1* ^fx/fx^) has been described previously.^21^ *Hes1* ^fx/fx^ mice were in ICR background and back‐crossed to C57bl/6 for 3 generations. Both Rosa26 Cre reporter and K14‐Cre mice were obtained from the Jackson laboratory (Bar Harbor, ME) and maintained in C57bl/6 background. *Hes1* ^fx/f*x*^ mice were crossed with K14‐Cre mice to generate heterozygous K14‐Cre^+/wt^;*Hes1* ^fx/wt^ mice and followed by crossing with *Hes1* ^fx/f*x*^ mice to create *Hes1* ^fx/f*x*^;K14‐Cre conditional knockout (*Hes1*eKO) mice. Age‐ and gender‐ matched littermate controls (*Hes1* ^fx/f*x*^ or *Hes1* ^fx/wt^) were used for comparison. Genotyping was performed on tail biopsies by PCR. For depilation experiments, back skin of the anesthetized mice was shaved and depilated mechanically using the Wax Strip Kit (VIGILL Pharma. Co., Taiwan). For Smoothened agonist (SAG, Santa Cruz, Dallas, Texas) rescue experiments, mice were topically applied with 25 μL vehicle (95% acetone/5% dimethyl sulfoxide) and SAG (120 μM) at opposite sides of the dorsal skin daily for consecutive 6 days after depilation. For intradermal delivery of growth factors, Affi‐Gel Blue gel beads (Bio‐Rad, Hercules, California) were coated with recombinant Shh‐N (2 μg/mouse, R&D, Minneapolis, MN) or 0.1% bovine serum albumin control and intradermally injected in the dorsal skin of mice (8‐ to 11‐week‐old) as previously described.^22^ The skins were harvested 4 days later for histological analyses.

All animal works were carried out at the research laboratory of National Health Research Institutes (NHRI) and conducted according to Taiwan COA national guidelines. All studies and procedures were performed with protocols approved by the NHRI Animal Care and Use Committee.

### 2.2 Histological analysis and immunostaining

Lower back skin samples were fixed with 4% paraformaldehyde for either 30 minutes on ice or 4 hours at room temperature, followed by frozen and paraffin embedding, respectively. All samples were sagittally sectioned at 6 μm. Hematoxylin and eosin staining and LacZ staining were performed using the standard procedures. To measure alkaline phosphatase activity in the DP, air‐dried cryostat sections were prepared, fixed in acetone for 10 minutes, and incubated with NBT/BCIP substrate (Promega, Madison, WI) following the manufacturer's instruction.

Immunochemistry and immunofluorescence staining were performed as previously described.^20^ Images were acquired with Olympus BX51 microscope equipped with Olympus DP71 CCD using DP controller and DP manager software or with a Leica TCS SP5 confocal microscope system with Leica Power 3D software. The sources and dilutions of primary antibodies were Hes1 (1:100, Santa Cruz or Cell Signaling, Danvers, MA), K6 (1:100, Thermo Fisher, Waltham, MA), AE15 (1:100, Santa Cruz), AE13 (1:100, Abcam, Cambridge, MA), K73 (1:150, Biorbyt, San Francisco, CA), K82 (1:100, Abnova, Taiwan), Ki67 (1:100, Thermo Fisher), CD34 (1:100, eBioscience, Waltham, MA), Sox9 (1:100, Santa Cruz), NFATc1 (1:150, Santa Cruz), β‐catenin (1:100, BD, San Jose, CA), P‐cadherin (1:250, R&D), p‐Smad 1/5/8 (1:1000, Santa Cruz), phospho‐histone H3 (1:100, Cell Signaling), Igfbp3 (1:100, R&D), Arl13b (1:200, Abcam), Pericentrin (1:500, Convance, Cambridge, MA), Smo (1:300, Abcam), K14 (1:250, Thermo Fisher), K15 (1:200, Thermo Fisher), Versican (1:50, Chemicon, Temecula, CA), and Vimentin (1:200, Abcam). Hes1 immunostaining was amplified by TSA Plus Cyanine 3 detection kit (PerkinElmer, Hopkinton, MA) following the manufacturer's protocol.

### 2.3 Mouse epidermal keratinocyte culture

Primary keratinocytes were isolated from the back skin of newborn mice as previously described.^23^ For cilia staining, primary keratinocytes were starved 24 hours in E‐media+0.1% chelexed‐FBS for ciliated cell enrichment. Cells were treated with vehicle, 10 nM Shh‐N (R&D), or 10 nM SAG for an additional 4 hours (immunostaining) or 16 hours (qRT‐PCR).

### 2.4 FACS and flow cytometry

Isolation of HFSCs based on α6‐integrin and CD34 were performed following the published protocol.^24^ In brief, telogen dorsal skin with dermal adipose removed with scalpel was treated with dispase (5 U/mL, Invitrogen, Waltham, MA) in Hanks' balanced saline solution at 4°C overnight, and then transferred to Trypsin‐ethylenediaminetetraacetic acid (0.25%, Invitrogen) at 37°C for 10 minutes. The resulting single cell suspension was filtered through a 70‐μm cell strainer and incubated with CD49f‐PE and biotinylated‐CD34 antibodies followed by streptavidin‐APC. Cell sorting was done on a FACS Influx cell sorter equipped with FACS Software (BD, Franklin Lakes, NJ). Keratinocytes with high forward and side scatter as well as dead cells (7‐AAD+) were gated out, and the HFSCs (CD34+CD49f+) were collected. Flow cytometry were performed on a FACSCalibur analyzer (BD) and data were analyzed with the FlowJo program.

### 2.5 RNAscope in situ hybridization

RNAscope in situ hybridization was performed following the manufacturer's protocol (Advanced Cell Diagnostics, Newark, CA). The RNAscope probes used are Mm_*Gli1* (311001), Mm_*Ptch1* (402811), and Mm_*Hes1* (417701). Each sample was quality controlled for RNA integrity using a positive control RNAscope probe Mm_*Ppib* (313911) and a negative control probe bacteria dapB (310043).

### 2.6 Data acquisition and statistics

For immunostaining, identical conditions of exposure and background balance for image capture were used for comparisons between control and mutant samples. Positively stained cells were counted manually in a defined area of the tissues. Image J software (NIH) was used to measure the length and pixel intensity in photos for quantification study. Statistical analyses were done using either a Student's *t*‐test for comparing two samples or an analysis of variance followed by Tukey's multiple comparisons test for comparing multiple samples. *P*‐value less than .05 was considered to be significant.

## 3 RESULTS

### 3.1 Ablation of notch signaling effector *Hes1* in the murine epidermis causes retarded hair growth

We explored the function of *Hes1*, a major Notch downstream target, in the epidermis and HFs using a conditional knockout study. We crossed the *Hes1* fx/fx mice to K14‐Cre mice, and the resulting [*Hes1* ^fxfx^;K14‐Cre] mice (hereafter referred to as *Hes1*eKO mice) were born without any overt phenotype. We used the surrogate Rosa26‐LacZ reporter mice to confirm K14‐Cre‐induced gene recombination in the entire postnatal epidermis (Figure 1A). Quantitative real‐time PCR (qRT‐PCR) of *Hes1* and *Hes5*, two major Notch effectors in the epidermis, revealed that *Hes1* gene expression is significantly decreased in the *Hes1*eKO epidermis whereas *Hes5* is unaffected (Figure 1B).

**Figure 1:**
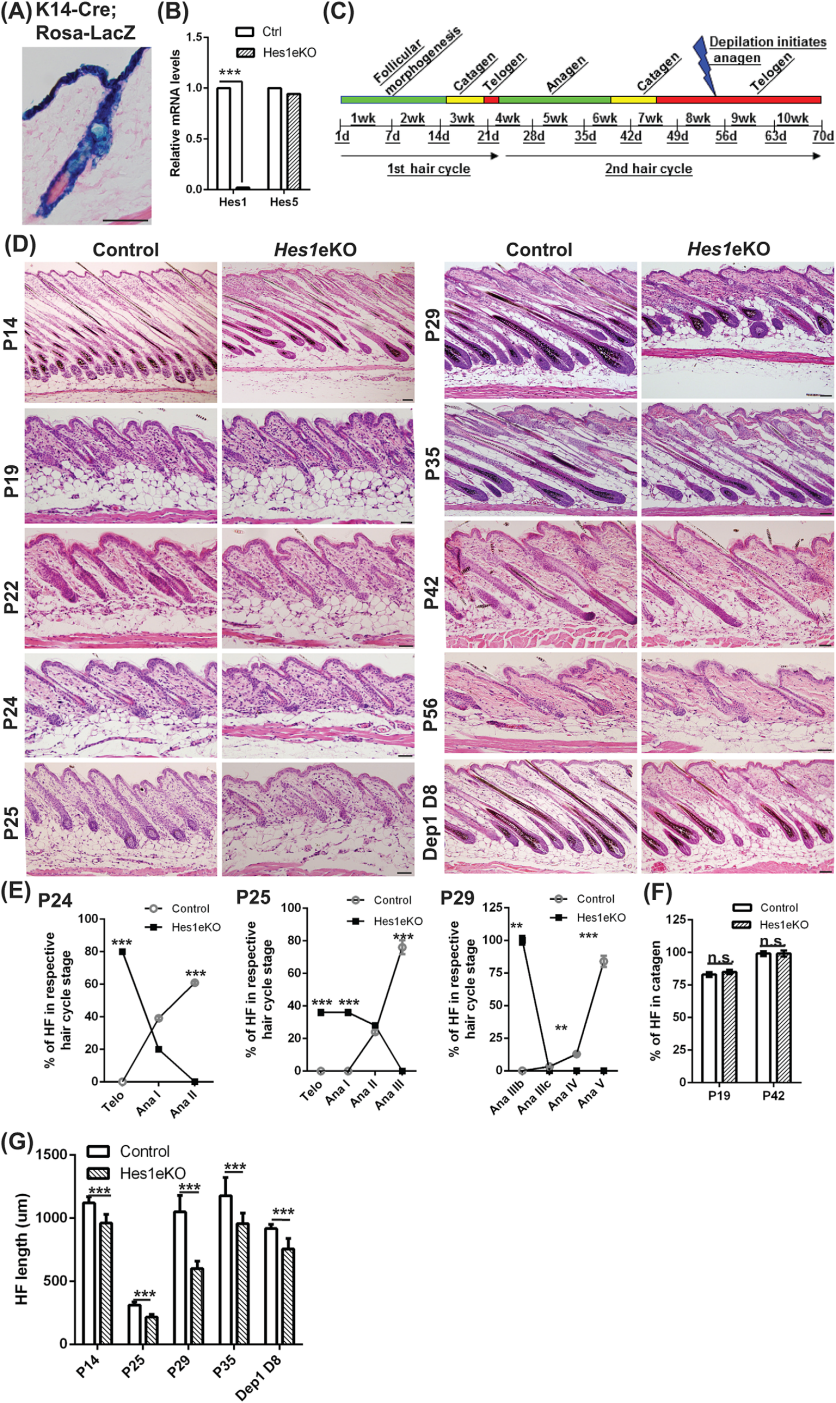
*Hes1* deletion using K14‐Cre deleter line causes retarded hair growth. A, X‐gal‐stained back skin section of [K14‐Cre^+/wt^; Rosa‐LacZ ^+/wt^] mice with eosin counterstain. B, Quantitative real‐time PCR (qRT‐PCR) analysis of *Hes1* and *Hes5* expression levels in the back skin epithelium of *Hes1*eKO and control mice (mean ± SD, n = 4, ***P < .001). C, Illustration of the two synchronous hair cycles coordinated with age in mice after birth. D, Hematoxylin and eosin‐stained back skin sections at P14 (follicular morphogenesis), P19 (first catagen), P22 (first telogen), P24 (second early anagen), P25 (second anagen), P29 (second anagen), P35 (second late‐anagen/early catagen), P42 (second catagen), P56 (second telogen), and day 8 post‐depilation at P56. E and F, Quantification of hair cycle stage according to morphology‐based hair cycle histomorphometry^25^ in each hair cycle phase as indicated (mean ± SD, n > 50 hair follicles (HFs) per genotype from two to three independent control and mutant pairs at each phase, n.s., nonsignificant; **P < .01; ***P < .001). G, Quantification of HF length (from the base of follicle to the follicular orifice) in each hair cycle phase as indicated (mean ± SD, n > 50 HFs per genotype from two to three independent control and mutant pairs at each phase, ***P < .001). Scale bar, 50 μm

We examined the gross phenotype of the back skin during the postnatal hair cycle and found that the anagen progression was significantly delayed in *Hes1*eKO mice (Figures 1C and S1A). In histological and quantitative analyses (Figure 1D, G), *Hes1*eKO HFs were shorter than control HFs in follicular morphogenesis (P14), but catagen induction was similar to control HFs at P19. The telogen to anagen transition was delayed in *Hes1*eKO HFs, since fewer HFs were in advanced anagen phase during P24 to P29 (Figure 1E).^25^ *Hes1*eKO HFs were shorter than control HFs during the second anagen (P25‐P35, Figure 1G). The anagen‐catagen transition (P35‐P42) as well as catagen‐telogen transition (P42‐P56) were comparable between *Hes1*eKO and control HFs. Plucking of telogen HFs stimulates anagen re‐entry,^25^ and the HFs of *Hes1*eKO mice were shorter than control mice 8 days post‐depilation at P56 (Figure 1G). These data suggested that *Hes1*eKO HFs displayed retarded hair growth during homeostasis and depilation‐induced hair regeneration.

### 3.2 *Hes1*‐deficient HFs display delayed anagen initiation and shortened hair growth phase

Using in situ hybridization and immunostaining, we demonstrated that *Hes1* is expressed in the bulge and enriched in the lower bulge/HG during anagen initiation. Although *Hes1* expression was detected in the inner bulge and less frequent in the outer bulge layers in telogen, it was detected in both the inner and outer bulge layer during anagen initiation. *Hes1* expression was absent in the HF epidermal compartment of *Hes1*eKO HFs, whereas that in the DP remained (Figure 2A, B). Next, we analyzed anagen initiation by immunostaining of P‐cadherin (HG marker) and Ki67 (proliferative marker). We found that *Hes1*eKO HFs displayed decreased cell proliferation in the HG compared with control HFs at early anagen (P24), whereas no differences in the HG cell numbers were observed at telogen (P22, Figure 2C‐2F). Generally, anagen activation is accompanied by nuclear translocation of β‐catenin, a marker of active Wnt signaling, in the HG.^26^ The β‐catenin immunostaining revealed that *Hes1*eKO HFs displayed fewer nuclear β‐catenin signals than control HFs (Figure 2G). Accordingly, control HFs displayed less phospho‐Smad1/5/8 staining, a marker of inhibitory BMP signaling, than *Hes1*eKO HFs (Figure 2H). Furthermore, given the comparable immunostaining of HFSC markers CD34, Sox9, NFATc1, and K15 (Figure S1B‐D) as well as the lack of TUNEL staining in control and *Hes1*eKO HFs (Figure S1E), we demonstrated that neither loss of HFSCs nor increased cell death in the HG accounted for the delayed anagen entry in *Hes1*eKO HFs.

**Figure 2:**
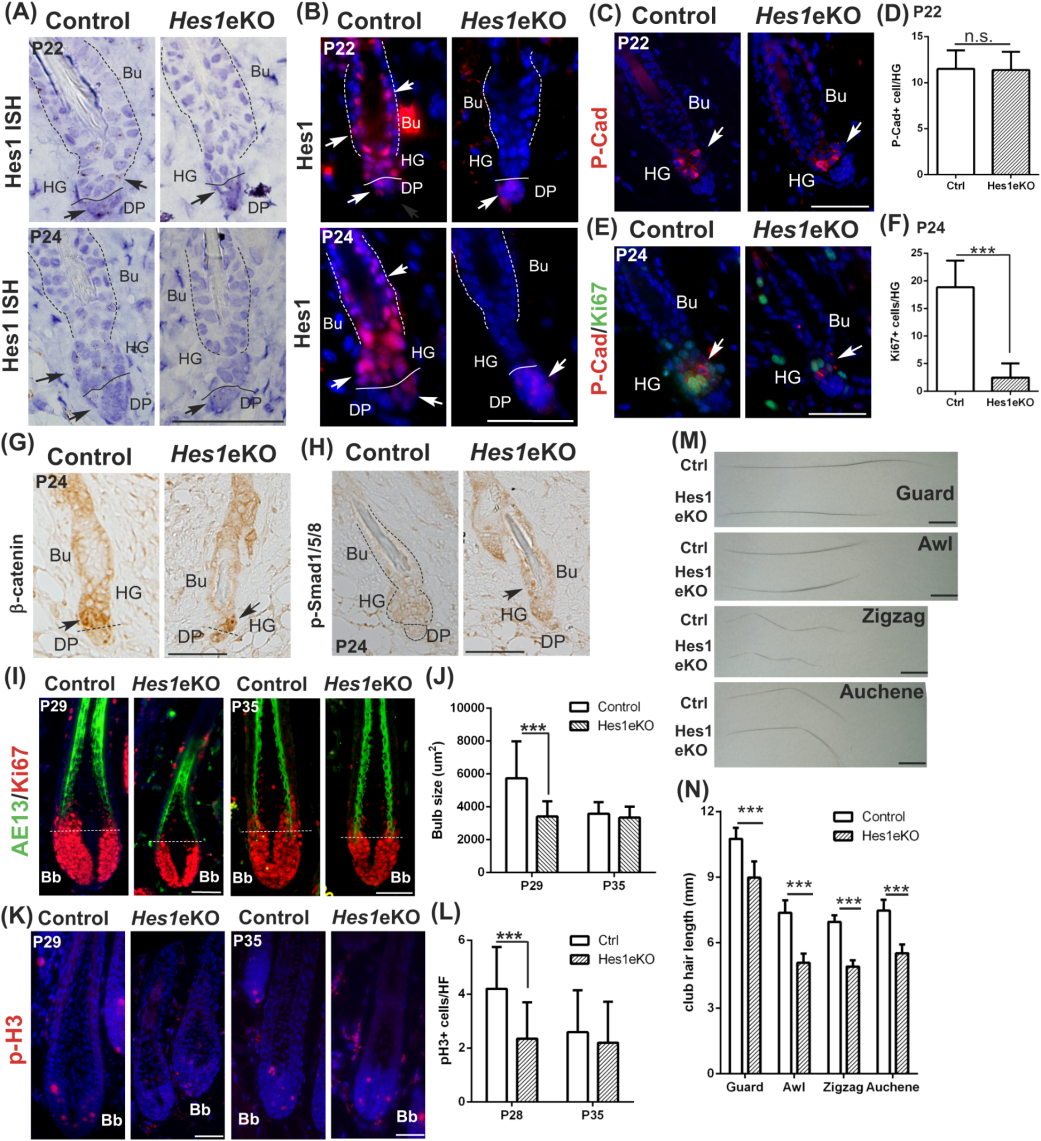
*Hes1* deletion results in delayed anagen initiation and shortened hair follicle (HF) growth phase. A, In situ hybridization of *Hes1* (arrows) in back skin sections at P22 and P24 with hematoxylin counterstain. The dotted lines demarcate the bulge and the solid lines demarcate the boundary between DP and HG when visible. B, Back skin sections were immunostained for Hes1 at P22 and P24. C, Back skin sections were immunostained for HG marker P‐Cadherin (P‐Cad, arrows) at P22. D, Quantification of P‐Cad + cells in the HF at P22 (mean ± SD, n > 30 HFs per genotype from three independent control and mutant pairs, n.s., nonsignificant). E, Back skin sections were double immunostained for P‐Cad and proliferative marker Ki67 (arrows) at P24. F, Quantification of Ki67+ cells in the P‐Cad + cells at P24 (mean ± SD, n > 30 HFs per genotype from three independent control and mutant pairs, ***P < .001). G, Back skin sections at P24 were immunostained for β‐catenin. The arrows mark the nuclear β‐catenin staining. The dotted lines denote the boundary between DP and HG when visible. H, Back skin sections immunostained for phospho‐Smad1/5/8 (arrows). The dotted line marks the HF and solid line marks the DP. I, Double immunostaining of AE13 and KI67 in back skin sections at P29 (full anagen) and P35 (late anagen/early catagen). The dotted lines depict the line of Auber. J, Quantification of the bulb size (Ki67+ area below the line of Auber) (mean ± SD, >40 HFs from three biological replicates per genotype per stage, ***P < .001). K, Back skin sections immunostained for cell mitotic marker phospho‐histone H3 (p‐H3) at P29 and P35. L, Quantification of p‐H3+ cells in the hair matrix (mean ± SD, >40 HFs from three biological replicates per genotype per stage, ***P < .001). DAPI counterstaining in blue. Bu, bulge; HG, hair germ; DP, derma papillae; Bb, hair bulb. M, Bright field images of club hair of four different hair types at P60. N, Quantification of club hair length of each HF type (mean ± SD, 20 club hairs for each hair types per mouse, n = 3 biological replicates per genotype, ***P < .001 determined by analysis of variance). Scale bar, 50 μm except (M), where it is 1 mm

To investigate the anagen progression defects in *Hes1*eKO HFs, we performed immunostaining for AE13 and Ki67 to quantify the hair bulb size (Figure 2I, J), as well as immunostaining for phospho‐histone H3, a cell mitotic marker, to quantify the matrix proliferation (Figure 2K, L). Our data indicated that the hair bulbs of *Hes1*eKO HFs were smaller and less proliferative than that of control HFs at P29 (anagen). In late anagen‐catagen transition (P35), the hair bulb size and matrix proliferation of *Hes1*eKO HFs did not exceed control HFs, suggesting that *Hes1*eKO HFs had never grown to the size as control did. We excluded increased cell death as the underlying cause for smaller hair bulbs in *Hes1*eKO HFs, as evidenced by TUNEL staining on samples harvested at the second hair cycle (P29‐P56, Figure S2A). Smaller hair bulbs and less Mx proliferation of *Notch1*‐deficient HFs have been attributed to paracrine Igfbp3 induced in the DP.^11^ However, we found no discernible difference in levels of Igfbp3 protein between control and *Hes1*eKO DPs in both anagen and telogen phases (Figure S2B). The DP characteristics and inductive ability were examined by alkaline phosphatase activity and Versican protein expression, as well as counting the number of Versican+ cells in the DP (Figure S2C‐E), and we found no difference between control and *Hes1*eKO HFs. Collectively, these data indicated that *Hes1*eKO HFs displayed delayed anagen initiation and shortened HF growth phase.

### 3.3 *Hes1* deletion causes reduced hair shaft length but not identity changes in follicular lineages

*Hes1* is expressed in the Mx, precortex, medulla, cortex, and cuticle of the hair shaft,^14^ which implicates its function in HF differentiation. To examine whether *Hes1* deficiency causes any hair structure defect (Figure S2F), we analyzed the hair keratin markers K6, AE15, AE13, K82, and K73 at P29 (anagen) and P35 (late anagen). Although K6 staining revealed that both control and *Hes1*eKO HFs have comparable companion layers (Figure S2G), immunostaining of other markers revealed that *Hes1*eKO HFs lack the hair shaft medulla layer (AE15) and exhibited less developed hair shaft (AE13) and cuticle layers in both the IRS (K73) and hair shaft (K82) at P29. Remarkably, hair shaft AE15+ medulla layer and the AE13+, K82+, and K73+ cell layers of *Hes1*eKO HFs appeared to be comparable to control HFs at P35 (Figure S2H). These data indicated that *Hes1* deletion caused delayed follicular lineage formation but not identity changes.

Mouse hair coat consists of four different HF types (Guard, Awl, Zigzag, Auchene) that emerge in three waves during development.^27^ We found that *Hes1*eKO mice have all four HF types; however, the club hair length of four HF types is shorter in *Hes1*eKO mice than in control mice at P60 (Figure 2M, N). We conclude that the shortened anagen phase resulted from *Hes1* deletion causes reduced hair shaft length.

### 3.4 *Hes1* is required for HF regeneration in a sequential depilation model

To assess the function of *Hes1* in regenerative hair cycle, we applied a repetitive depilation model to induce HFSC activation and monitoring the HF regeneration. Although control mice could mostly replenish the hair coat, *Hes1*eKO mice displayed a gradual thinning of hair coat after repetitive depilation (Figures 3A, B, and S3A, B). We observed gender difference in HF regeneration; male *Hes1*eKO mice displayed hair coat thinning early than female *Hes1*eKO mice. Immunostaining of CD34 and P‐Cadherin revealed that HFSCs and HG cells were reduced in *Hes1*eKO mice after repetitive depilation (Figures 3C, D, and S3C, D). Using flow cytometry to quantify the HFSCs, we found a significant reduction in HFSC population in *Hes1*eKO mice after repetitive depilation (Figure 3E). We applied CD34 immunostaining and EdU incorporation assays to examine the HFSC activation after repetitive depilation. Although HFSC activation in control and *Hes1*eKO HFs were initially similar (day 2 after first depilation), HFSC activation in *Hes1*eKO HFs were compromised after five rounds of depilation (day 2 after fifth depilation) (Figure 3F, G). We additionally found that the hair coat of unperturbed *Hes1*eKO mice was thinner than control mice at about 1 year old (Figure S3E). These data indicate that *Hes1*eKO HFSCs cannot sustain HF regeneration after repeated hair‐growth cycles.

**Figure 3:**
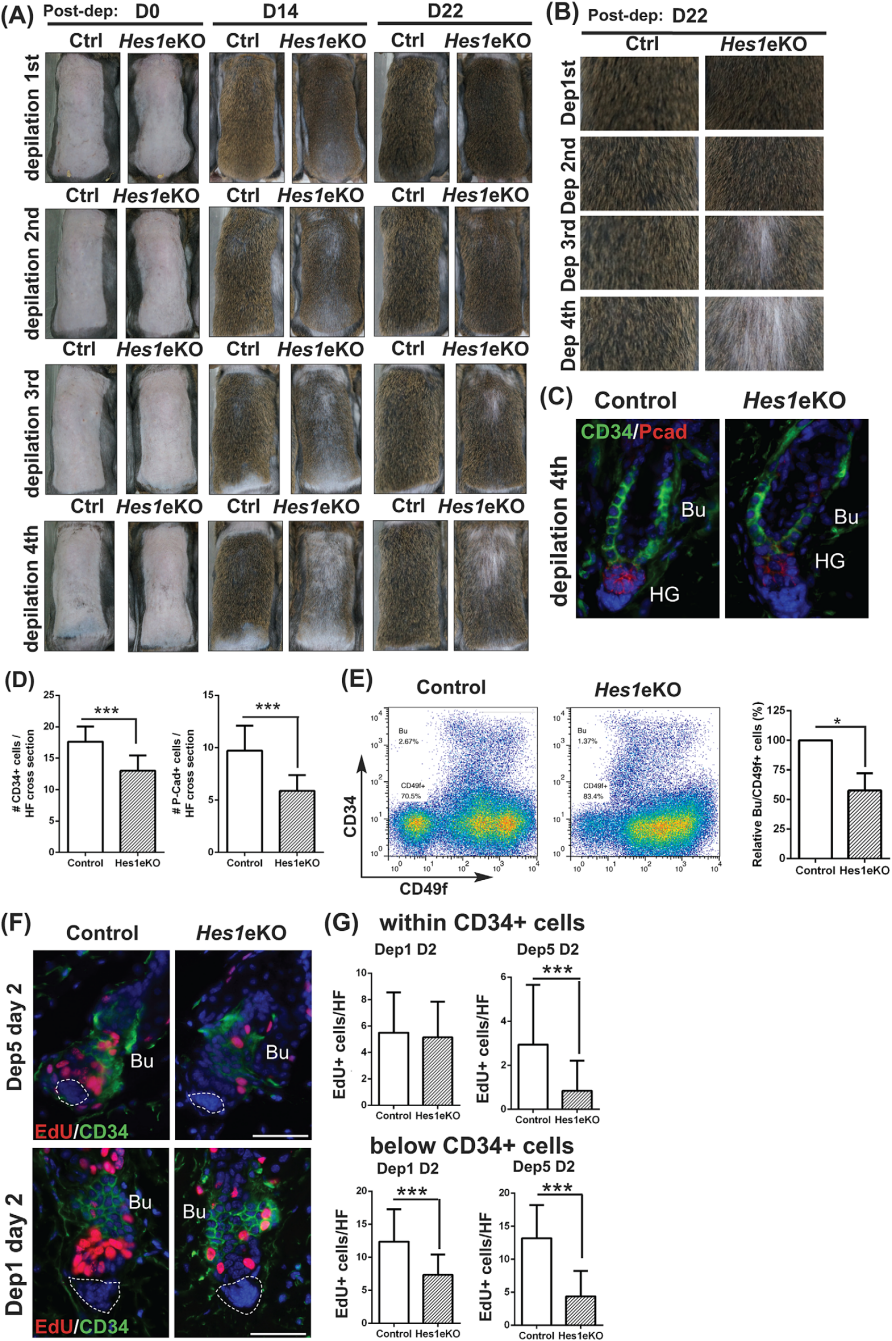
*Hes1* deficiency causes compromised hair follicle (HF) regeneration and hair follicle stem cell (HFSC) self‐renewal after repetitive depilation. A, Sequential depilation of control littermate (Ctrl) and *Hes1* conditional knockout (*Hes1*eKO) mice for four rounds with a three‐week interval from the second telogen. Representative pictures of male mice are shown (n = 5). B, Close up of back skin at day 22 post‐depilation‐induced hair regeneration. C, Back skin sections from repetitive depilation (day 22 after fourth depilation) were double immunostained for CD34 and P‐Cad. D, Quantification of CD34+ bulge and P‐Cad + HG cells in HFs after four rounds of sequential depilation (mean ± SD, n > 50 HFs per genotype from four independent control and mutant pairs, ***P < .001). E, Quantifications of HFSCs after four rounds of sequential depilation using flow cytometry. Data are presented as percentage of Bu/CD49f + cells relative to control samples (mean ± SD, n = 4 independent pairs). F, Skin sections from sequential depilation (one and five times) were processed for CD34 immunostaining and EdU incorporation assays. Dotted lines denote the DP when visible. G, Quantification of cell proliferation within CD34+ cells and below CD34+ cells after sequential depilation (mean ± SD, n > 50 HFs per genotype from three independent control and mutant pairs for each set, ***P < .001). Bu, Bulge; HG, hair germ; SG, sebaceous glands. DAPI counterstaining in blue. Scale bar, 50 μm

### 3.5 Loss of *Hes1* leads to compromised Shh signaling in HFSCs

To understand the molecular basis underlying the HF phenotype in *Hes1*eKO mice, we performed microarray gene expression profiling on FACS‐purified HFSCs from control and *Hes1*eKO mice at P72 (telogen after depilation at P50). 

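*Hes1*, the Notch effector gene deleted in these mice, had RMA expression values of 5.34 and 5.04 (log2) on the 2 control arrays and of 5.05 and 4.37 on the 2 *Hes1*eKO arrays (transcript cluster 17324623). Its log2 fold change was −0.48 (standard error 0.30) and did not pass the study threshold, a fold change above 1.5 in either direction and an unadjusted p under 0.05. Where its probes lie relative to the deleted part of the gene is not given in the sources used here. *Hes5*, another Notch effector, had a log2 fold change of 0.52 (standard error 0.19) in its brighter cluster and of 0.13 (standard error 0.17) in the other, neither past the threshold. Among the genes of the sorted bulge cells, *Krt15* had mean values of 11.38 in control and 11.55 in *Hes1*eKO HFSCs, and the sort antigen gene *Cd34* had values of 10.70 and 11.24 in control and of 9.85 and 11.17 in *Hes1*eKO HFSCs. The log2 fold changes of *Krt15* (0.18), *Cd34* (−0.46), *Nfatc1* (−0.06) and *Igfbp3* (−0.26) did not pass the threshold. Neither did that of *Sox9* (0.00), whose sign turned with median centring of the arrays (−0.01). Without *Hes1*eKO replicate 1, *Cd34* turned to 0.20 and *Nfatc1* to 0.32, and without control replicate 1 *Igfbp3* turned to 0.24. *Cd34* passed the threshold without *Hes1*eKO replicate 2 (−1.12), and *Igfbp3* without control replicate 2 (−0.77). *Xist*, which is expressed from the inactive X chromosome, had values of 8.80 and 8.95 on the arrays of replicate number 1 of control and *Hes1*eKO and of 2.93 and 3.17 on those of replicate number 2. The Y-linked gene *Eif2s3y* had 6.36 and 6.09 on the arrays of number 1 and 7.32 and 7.15 on those of number 2, and *Uty* and *Kdm5d*, also Y-linked, were likewise higher on number 2, so that these markers of sex followed the replicate number in both genotypes. On the control and *Hes1*eKO arrays of number 1, *Eif2s3y* and *Uty* (5.60 and 5.25) still lay above the array medians of 4.36 and 4.39. *Kdm5d* had 4.21 and 4.90 there. Each sample pooled 2 mice, so that the pools of number 1 need not be of 1 sex. The comparison of genotypes has no term for sex or replicate number.
HFSCs (CD34+CD49f+) were sorted from telogen dorsal skin, and each of the 2 samples per genotype was pooled from 2 mice. The text places the samples at P72 after depilation at P50, and the sample labels give P70. RNA was hybridized to Affymetrix Mouse Gene ST arrays, and the deposited values are the authors' RMA values on the log2 scale from Expression Console 1.4.1. The table holds 41345 transcript clusters, of which 23521 carry exactly 1 gene symbol, 1814 several and 16010 none in the annotation used. The array medians were 4.36 and 4.38 for control and 4.39 and 4.37 for *Hes1*eKO. Each cluster was compared between genotypes by limma, and fixed gene lists were compared with all other genes by camera. The number of arrays limits the precision: with 2 against 2, the smallest exact two-sided permutation p is 0.333.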

We identified 77 upregulated genes and 88 downregulated genes with a fold change >1.5 or <−1.5 (*P* < .05) in *Hes1*eKO vs control HFSCs (Figure S4A‐C). 

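The largest rises among transcript clusters with 1 gene symbol included *Mir342*, *Mir1898* and *Mir5123*, which encode microRNAs and had log2 fold changes of 1.93, 1.93 and 1.85. *Rpl31-ps21*, a ribosomal protein pseudogene, rose by 1.77 (standard error 0.23). The largest falls included *Cd7*, a surface receptor gene of T and NK cells, with a log2 fold change of −2.66 (standard error 0.52), and the γ-tubulin gene *Tubg2*, with −1.63 (standard error 0.19). *Mir200a* (−1.66), *Mir10b* (−1.39), *1700063D05Rik* (−1.52) and the Mas-related receptor gene *Mrgpra9* (−1.43) also fell. These calls passed the study threshold with all arrays and with each array left out in turn, but those of *Mir1898*, *Mir5123* and *Cd7* ended by the methods' t-test. *Mir505* (3.75), *Mir5098* (1.59), *Smoc1* (1.57), the receptor tyrosine kinase gene *Ret* (1.54), the matrix metalloproteinase gene *Mmp2* (1.53) and the actin regulator gene *Phactr1* (1.46) rose as well. The cystatin family genes *Csta3* (−2.84) and *Stfa1* (−1.77) fell, as did *Mirlet7c-2* (−1.99), the globin gene *Hbq1a* (−1.79), *Mir1941* (−1.69) and *E2f8* (−1.30), a transcription factor gene of the cell cycle. The nuclear envelope gene *Syne1* had 59 clusters, of which 4 rose, 2 of them among the largest rises (2.51 and 1.64), 1 fell, by 1.23, and 54 did not pass. By the methods' t-test, the calls of *Mir505* and the genes named after it ended, as did those of the *Syne1* clusters at 2.51 and 1.64, while that of the lower *Syne1* cluster did not. A filter on dim clusters asked for values above 4.38, the median of all values, on at least 2 arrays. It left *Mir10b*, *1700063D05Rik*, *Mrgpra9*, *Csta3*, *Mirlet7c-2*, *Hbq1a* and the *Syne1* cluster at 1.64 untested, so that their calls rest on dim signal.
At the study threshold, 684 transcript clusters were higher and 637 lower in *Hes1*eKO HFSCs, of which 193 and 230 carry a gene symbol. None had an adjusted p under 0.05 in limma (lowest adjusted p = 0.829), nor by the methods' t-test, while 1610 had an unadjusted p under 0.05 in limma and 1900 by that test. The *Hes1*eKO values did not overlap the control values in any of the 1321 called clusters. This follows from the threshold, since overlapping values of 2 arrays against 2 cannot reach that p, and is no added evidence. Of all clusters, 33.3% lack overlap by chance with 2 arrays against 2. In simulated arrays without a difference, 1688 of 41345 clusters passed the same threshold. The numbers of higher and lower clusters were 1096 and 842 without *Hes1*eKO replicate 2, 839 and 986 without control replicate 1, and 1182 and 1356 without control replicate 2. Without *Hes1*eKO replicate 1 they were 639 and 636, and the fits with 1 array left out kept 577 to 743 of the calls. Omitting *Hes1*eKO replicate 1 ended the calls of *Smoc1* (1.00), *Ret* (0.80), *Mmp2* (1.26), *Mir505* (3.72), *Csta3* (−2.82), *Mirlet7c-2* (−1.48), *Hbq1a* (−2.17) and *E2f8* (−1.49). Omitting *Hes1*eKO replicate 2 ended those of *Mir505* (3.77), *Mir5098* (1.10), *Csta3* (−2.86), *Hbq1a* (−1.41) and *E2f8* (−1.11). A fit with 1 array fewer has less power, so that a call could end while its log2 fold change stayed nearly the same, as for *Mir505* and *Csta3*. Without control replicate 1, the calls of *Mir5098* (1.23), *Ret* (1.73), *Phactr1* (1.50), the *Syne1* cluster at 1.64 (1.60), *Stfa1* (−1.86), *Hbq1a* (−1.07) and *E2f8* (−0.73) ended. Without control replicate 2, those of *Smoc1* (1.05), *Ret* (1.34), *Phactr1* (1.43), the same *Syne1* cluster (1.68), *Mirlet7c-2* (−1.45), *Stfa1* (−1.69) and *Mir1941* (−1.45) ended.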

Ingenuity pathway analysis revealed “lipid metabolism,” “cellular growth and proliferation,” and “cellular movement” among the top diseases and biological functions affected by *Hes1* deletion; Acyl‐CoA hydrolysis and stearate biosynthesis are among the top canonical pathways affected by *Hes1* deletion (Figures 4A and S4D). 

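Of the genes listed under lipid metabolism in Fig. 4A, *Acot7*, a thioesterase that hydrolyses long-chain acyl-CoA, rose by 0.79 on the log2 scale in *Hes1*eKO HFSCs (standard error 0.17, transcript cluster 17422117). *Pdk4*, a kinase that inhibits pyruvate dehydrogenase, rose by 0.80 (standard error 0.17), and *Insig2*, a regulator of sterol synthesis, rose by 0.64 (standard error 0.18). *Wdtc1*, a gene that limits fat storage, rose by 0.65 (standard error 0.17). *S100a9*, which encodes a calcium-binding protein of neutrophils, had a log2 fold change of −0.66 (standard error 0.16) and fell. The remaining genes of the group did not pass the study threshold in this comparison, which does not pair the arrays by replicate number. Each of them moved in the same direction within both numbers. *Ptgs2*, a prostaglandin synthase gene, had values of 3.74 and 5.06 on the control arrays of numbers 1 and 2 and of 4.58 and 5.83 on the *Hes1*eKO arrays in the same order (log2 fold change 0.81, standard error 0.64). *Lbp* had 6.74 and 7.75 on the control and 5.86 and 6.95 on the *Hes1*eKO arrays (−0.84, standard error 0.53), and the prostaglandin transporter gene *Slco2a1* had 8.50 and 9.19 and then 7.86 and 8.54 (−0.65, standard error 0.37). *Alox5*, a leukotriene synthesis gene, had 5.85 and 4.20 on the control and 5.19 and 3.56 on the *Hes1*eKO arrays in the brighter of its clusters (−0.65, standard error 0.81) and a log2 fold change of −0.02 in the other, and turned to 0.18 without control replicate 1. Of the genes listed under growth and movement, *Esco2*, a cohesin acetyltransferase gene, fell by 0.69, *Tmem143* by 0.61 and the lymphocyte chemokine gene *Xcl1* by 1.26. The log2 fold changes of *Cd86* (−0.62) and *Vmn1r192* (0.10, at a mean control value of 1.00) did not pass the threshold. *Npr1* had 0.11 in its brighter cluster and 0.61, past the threshold, in the other. *Them5*, the other thioesterase gene that Fig. 4A marks as higher, rose by 0.94 (standard error 0.32), while *Ces1e* had −0.20 (standard error 0.26).
All 17 of these genes had the sign that Fig. 4A gives them, and 10 passed the study threshold, counting the brighter cluster of each gene except for *Npr1*. The study chose these genes on the same arrays, so that their signs are not independent evidence. The methods' t-test ended the call of *Them5*, so that 9 of the 17 passed, and a filter on dim clusters left *S100a9* and *Esco2* untested, so that 8 passed. *Acot7*, *Pdk4* and *Xcl1* kept their calls with each array left out in turn. Omitting *Hes1*eKO replicate 1 ended the calls of *Them5* (0.62), *Wdtc1* (0.68), *S100a9* (−0.67), *Esco2* (−0.69), *Tmem143* (−0.58) and the called cluster of *Npr1* (0.61), which left 4 of the 17, and omitting *Hes1*eKO replicate 2 those of *Insig2* (0.55), *Wdtc1* (0.62), *S100a9* (−0.65), *Esco2* (−0.69), *Tmem143* (−0.64) and that *Npr1* cluster (0.61), which also left 4. Omitting control replicate 1 ended those of *Insig2* (0.60), *Wdtc1* (0.59), *Esco2* (−0.63) and *Tmem143* (−0.63), which left 6, and omitting control replicate 2 those of *Insig2* (0.69), *Them5* (0.69), *S100a9* (−0.64), *Tmem143* (−0.59) and the *Npr1* cluster (0.57), which left 5.

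**Figure D1:**
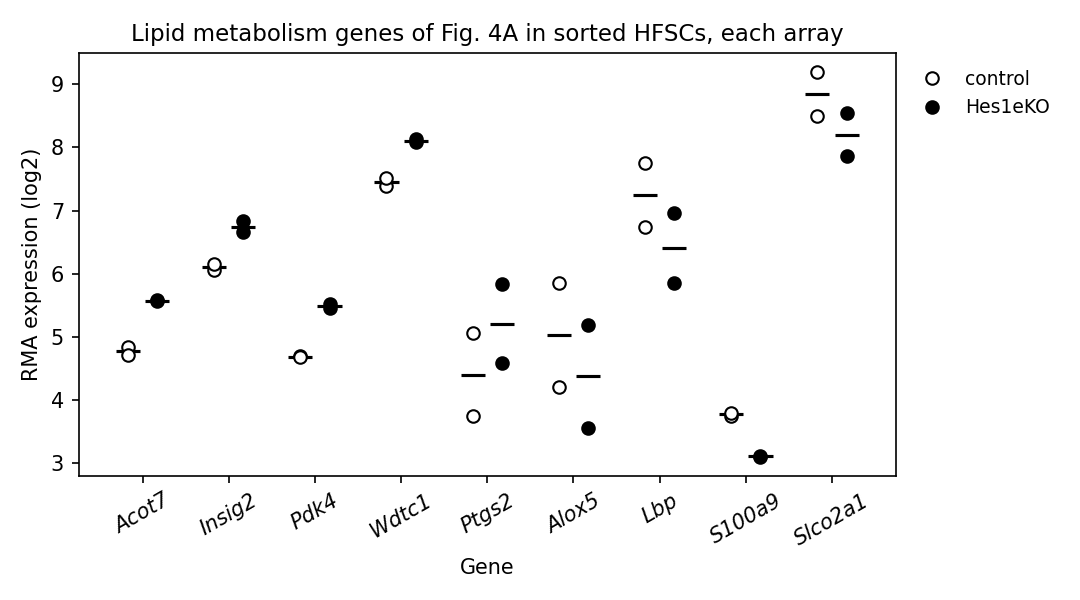
RMA expression (log2) of the 9 genes listed under lipid metabolism in Fig. 4A, with a point for each of the 2 control and 2 *Hes1*eKO arrays and a bar at the mean. The points of *Acot7*, *Pdk4*, *Insig2*, *Wdtc1* and *S100a9* do not overlap between genotypes, while those of *Ptgs2*, *Alox5*, *Lbp* and *Slco2a1* do.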

Next, we performed gene set enrichment analysis on the microarray results. We found that the gene sets enriched in TGF‐β superfamily signaling (BMP signaling) and apical cell adhesion are specifically upregulated in *Hes1*eKO HFSCs. 

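Genes of apical and adherens junctions, a list that also holds desmosome, integrin and actin cytoskeleton genes, were higher as a group in *Hes1*eKO HFSCs. Their median log2 fold change was 0.20 over 39 measured genes (adjusted p = 6.66e-04 by camera over 35 lists). By camera with an estimated correlation the adjusted p was 0.711, and none of the 35 lists was called. For the junctions this loss does not come from correlation between genes, whose estimate (0.0054) lay below the preset 0.01. None of the 39 passed the study threshold, none passed when adjusted over the list alone, and 15.4% of them were lower. *Dsg2*, a desmosomal cadherin gene, had a log2 fold change of 0.77 (standard error 0.45), *Dsc2*, which encodes another desmosomal cadherin, of 0.50 (standard error 0.29), and *Cdh3*, which encodes P-cadherin, of 0.53 (standard error 0.29). The median of the 43 measured genes of BMP and TGF-β signaling was 0.14. Of these, *Skil*, an inhibitor of Smad-dependent transcription, rose by 1.31 (standard error 0.41) and none fell. *Tgfb2*, a ligand gene of the pathway, had a log2 fold change of −1.02 (standard error 0.43), and *Inhbb*, which encodes an activin subunit, of 0.86 (standard error 0.38). No gene of either list had an adjusted p under 0.05, and none of the 43 did when adjusted over the list alone.
Endothelial markers, which with all arrays moved in the same direction as the junction genes, had median levels of 4.27 and 4.54 on the control and of 4.60 and 4.69 on the *Hes1*eKO arrays, and a median log2 fold change of 0.33 over 12 genes. Within replicate number 1 the median was 0.42 for these markers and 0.30 for the junctions. Within number 2 these medians were −0.09 and 0.12, so that the shared direction held only within number 1. The BMP and TGF-β list was not called (adjusted p = 0.222, and adjusted p = 0.711 with an estimated correlation). The call of *Skil* ended by the methods' t-test and without *Hes1*eKO replicate 1 (0.79), control replicate 1 (1.48) or control replicate 2 (1.13). *Tgfb2* (−1.57) and *Dsg2* (1.29) passed the threshold without control replicate 1, *Inhbb* (1.31) and *Cdh3* (0.88) without *Hes1*eKO replicate 2, and *Tgfb2* also with the mean of clusters per gene.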

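*Gli1*, a transcription factor gene induced by hedgehog signaling, had values of 8.20 and 8.21 on the control arrays and of 7.45 and 7.70 on the *Hes1*eKO arrays, and fell by 0.63 on the log2 scale (standard error 0.19, transcript cluster 17245874). *Ptch1*, the hedgehog receptor gene and itself a target of the pathway, had a log2 fold change of −0.50 (standard error 0.20), which did not pass the study threshold. Of 9 measured hedgehog target genes, 8 had a negative log2 fold change, and the median was −0.35 (adjusted p = 0.00409 by camera, and adjusted p = 0.711 with an estimated correlation). *Hhip*, a hedgehog antagonist gene, had −1.57 (standard error 0.90) and *Ccnd1*, a cyclin gene, had −0.65 (standard error 0.33). Genes of oxidative phosphorylation, the mitochondrial respiratory chain and ATP synthase, were lower as a group, with a median of −0.22 over 71 measured genes, none of them past the study threshold (adjusted p = 6.97e-06 by camera, and adjusted p = 0.711 with an estimated correlation). The estimated correlation between these genes was 0.470, far above the preset 0.01. *Ndufb11* (−0.61, standard error 0.34), *Ndufs3* (−0.59, standard error 0.31) and *Ndufa7* (−0.54, standard error 0.27) encode subunits of complex I. The 27 measured genes of fatty acid oxidation had a median of 0.06. *Acox3*, an oxidase gene of peroxisomes, rose by 0.64 (standard error 0.20), while the mitochondrial genes *Acads* (−0.58, standard error 0.50) and *Cpt1a* (0.50, standard error 0.26) did not pass. No gene of the 3 lists passed when adjusted over the list alone or over all clusters.
Fatty acid oxidation was not called by camera (adjusted p = 0.251, and adjusted p = 0.711 with an estimated correlation). The median levels of the oxidative phosphorylation genes were 8.44 and 8.23 on the control arrays and 8.01 and 8.30 on the *Hes1*eKO arrays, and those of T cell markers, which moved in the same direction, were 4.74 and 4.67 on the control and 3.81 and 4.26 on the *Hes1*eKO arrays. The hedgehog call ended without *Hes1*eKO replicate 1 (adjusted p = 0.0829, median −0.22), and the oxidative phosphorylation call ended without control replicate 1 (adjusted p = 0.393, median −0.09) or *Hes1*eKO replicate 1 (adjusted p = 0.166, median −0.08). *Gli1* was no longer past the threshold without *Hes1*eKO replicate 1 (−0.50), control replicate 1 (−0.63) or control replicate 2 (−0.63), and *Acox3* by the methods' t-test and without *Hes1*eKO replicate 1 (0.71), *Hes1*eKO replicate 2 (0.58) or control replicate 1 (0.49). *Acads* turned to 0.03 without control replicate 2. *Ptch1* (−0.66) and *Hhip* (−2.73) passed the threshold without control replicate 1, *Ccnd1* (−1.08) and *Cpt1a* (0.81) without *Hes1*eKO replicate 2, and *Ndufs3* (−0.95) without control replicate 2, where *Hhip* had −0.42.

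**Figure D2:**
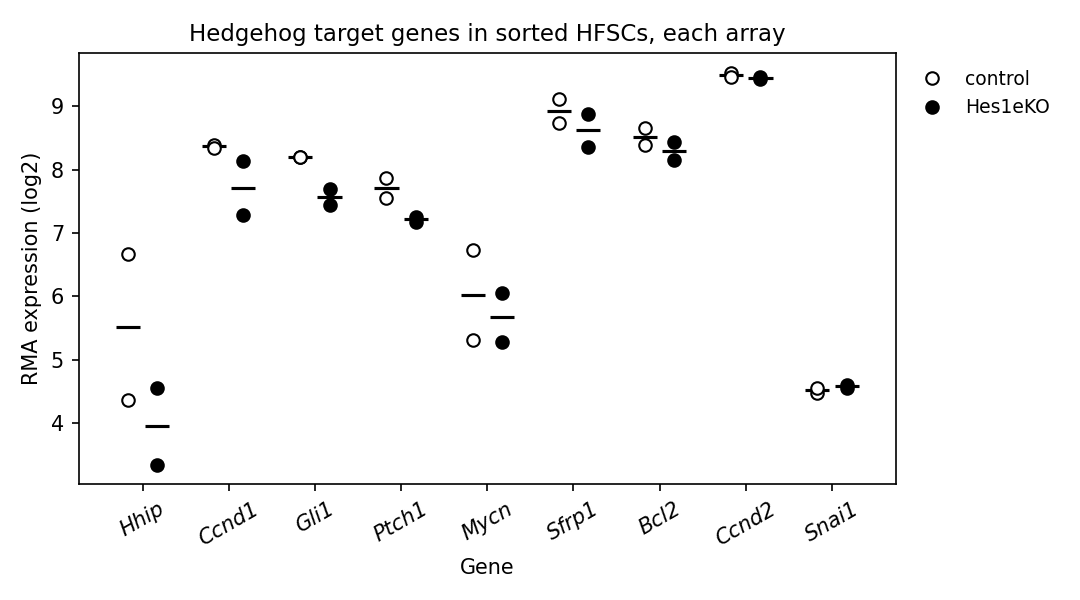
RMA expression (log2) of the 9 measured hedgehog target genes, with a point for each of the 2 control and 2 *Hes1*eKO arrays and a bar at the mean. Points of *Gli1*, *Ptch1*, *Ccnd1* and *Ccnd2*, lower in *Hes1*eKO, and of *Snai1*, higher in it, do not overlap between genotypes, and the replicates of *Hhip* lie far apart.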

Remarkably, gene sets enriched in Smoothened signaling regulation, mitochondrial oxidative phosphorylation, and fatty acid metabolism are specifically downregulated in *Hes1*eKO HFSCs (Figure 4B). qRT‐PCR analyses on selected genes related to Shh signaling, top diseases and biological functions, and top canonical pathways confirmed the microarray results (Figures 4C, D, and S4E).

**Figure 4:**
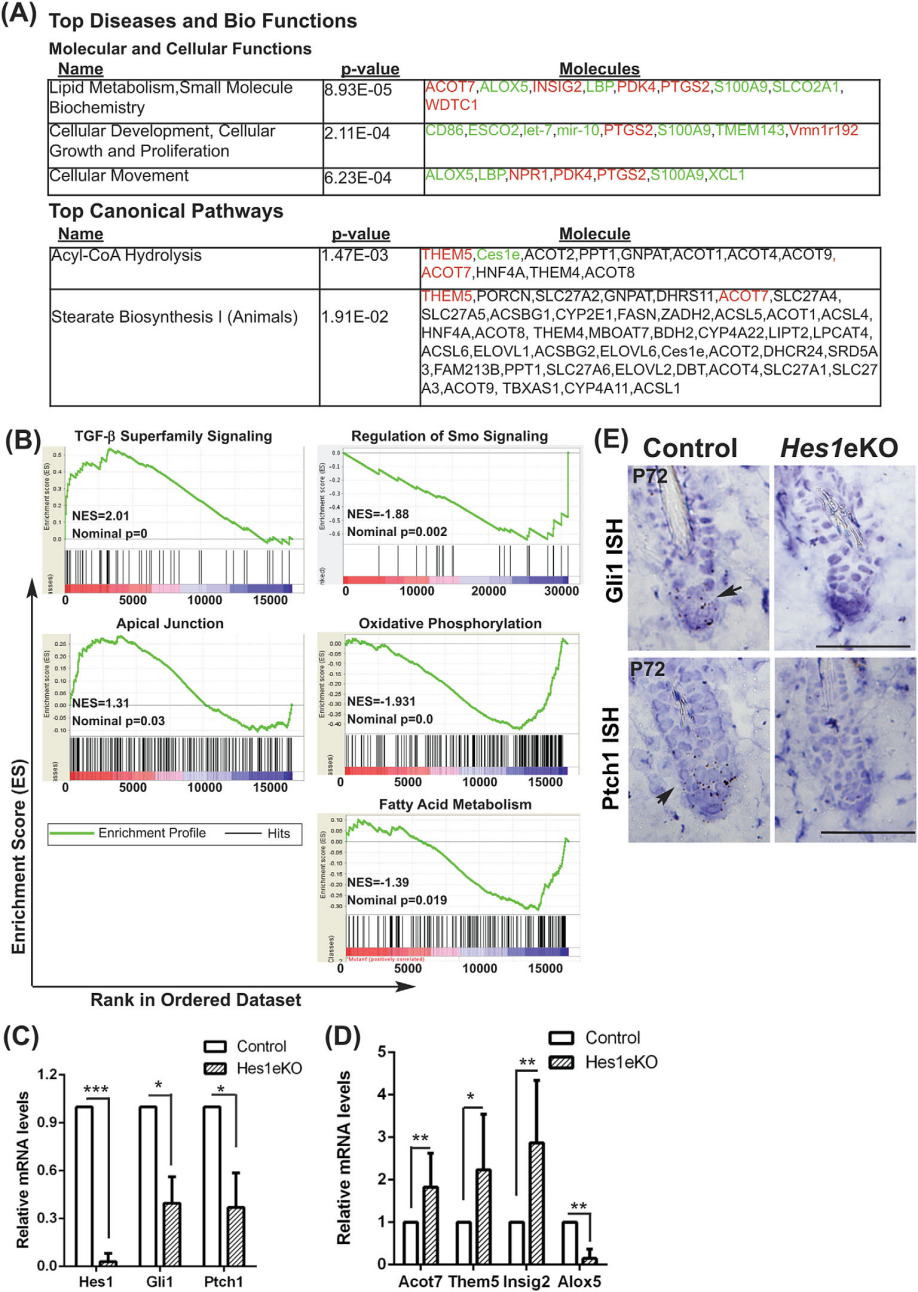
*Hes1* inactivation causes compromised Shh signaling in hair follicle stem cells (HFSCs). A, Ingenuity pathway analysis result showing the top diseases and bio functions and top canonical pathways significantly affected by *Hes1* deletion in HFSCs (cutoff fold change >1.5 or <−1.5, *P* < .05). Red and green indicate upregulated and downregulated genes in *Hes1*eKO HFSCs, respectively. B, Gene set enrichment analysis of microarray gene expression profiling on HFSCs from control and *Hes1*eKO mice (n = 2 independent pairs). C and D, qRT‐PCR analysis of selected genes related to Shh signaling, top diseases and biological functions, and top canonical pathways on FACS‐purified HFSCs from control and *Hes1*eKO mice at P72 (telogen after depilation at P50, mean ± SD, n = 4 independent pairs, *P < .05, **P < .01, ***P < .001). E, In situ hybridization of *Gli1* and *Ptch1* (arrows) in control and *Hes1*eKO back skin sections at P72 (telogen after depilation at P50). Scale bar, 50 μm

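With genes ranked by log2 fold change in *Hes1*eKO HFSCs, those of apical and adherens junctions gathered among the higher genes, with a normalized enrichment score of 2.00 (adjusted p = 0.0110 over 35 lists by permutation of gene sets). Hedgehog target genes gathered among the lower genes with a score of −1.83 (adjusted p = 0.0143 by the same permutation), as did genes of oxidative phosphorylation with −2.27 (adjusted p = 0.0110). Genes of BMP and TGF-β signaling had a score of 1.08 and were not called (adjusted p = 0.436 by permutation). Fatty acid oxidation, with a score of 1.21, was not called either (adjusted p = 0.335 by permutation), nor was fatty acid synthesis and activation, with 1.08 (adjusted p = 0.441 by permutation). Hedgehog signaling components had a score of 1.53 (adjusted p = 0.144 by permutation). Lists were called at an adjusted p under 0.05, whereas the study took a false discovery rate of at most 0.25 or a nominal p under 0.05, which 15 of the 35 lists met here, these components and those called above among them. The scores came from fgsea with 1000 permutations of gene sets and the most extreme transcript cluster of each gene. The adjusted p of 0.0110 was the lowest that these permutations gave. The lists of proliferation, ribosomal proteins, T cells, Langerhans cells and macrophages, and endothelium shared it. The rank metric was the log2 ratio of *Hes1*eKO to control, so that a positive score means higher in *Hes1*eKO, as the figure labels it. The lists were fixed from textbook knowledge and are not the MSigDB gene sets that the study used. Permuting gene sets leaves the correlation between genes out of account. By camera with an estimated correlation none of the 3 called lists was called (adjusted p = 0.711 for each), nor was any other list. With so few arrays that test has little power, so that it does not settle whether correlation accounts for the scores. The estimated correlation was 0.0054 for junctions, 0.0679 for hedgehog targets and 0.470 for oxidative phosphorylation. For the last of these, the preset 0.01 behind the camera call lay far below the estimate. The paper states in the title of Fig. 4, which also shows qRT-PCR and in situ hybridization, that *Hes1* inactivation compromises Shh signaling in HFSCs.

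**Figure D3:**
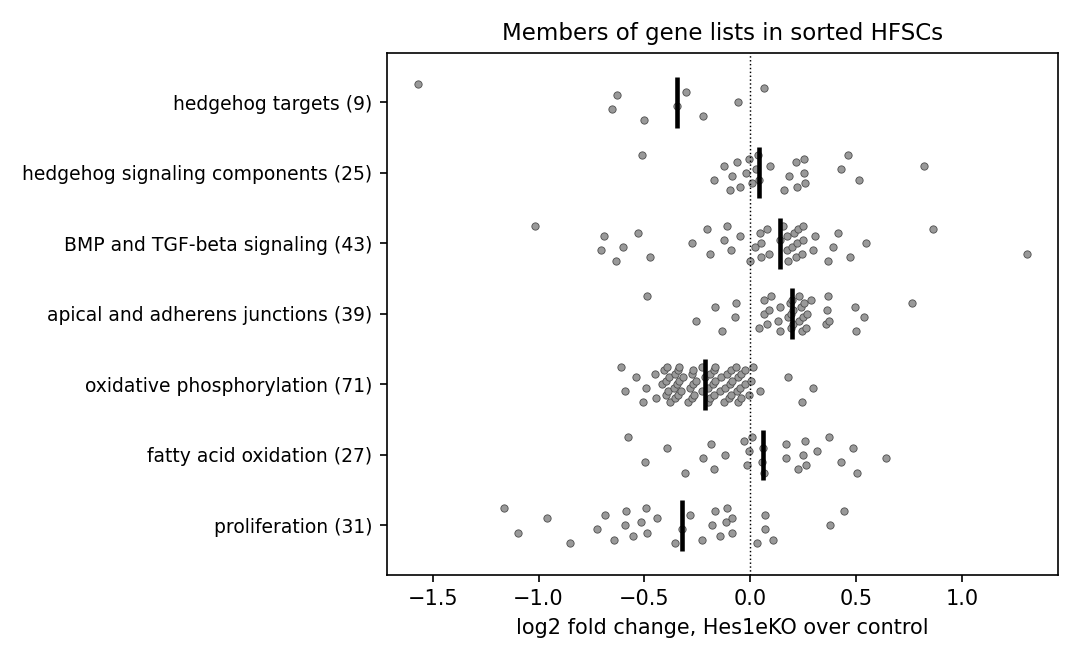
Log2 fold change (*Hes1*eKO over control) of each measured gene of 7 fixed lists, with a point per gene, the number of measured genes in brackets and a bar at the list's median. The bars of the hedgehog targets, oxidative phosphorylation and proliferation lie below 0 and that of the junctions above it.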

Indeed, the retarded anagen progression and hair regeneration failure observed in *Hes1*eKO mice closely resemble phenotypes of conditional Hedgehog component knockout mice.^3^ We therefore examined Shh signaling activity in control and *Hes1*eKO HFs at telogen, a stage when control and *Hes1*eKO HFs can be compared. In situ hybridization of the Shh target genes *Gli1* and *Ptch1* revealed decreased Shh signaling activity in *Hes1*eKO HFs at P72 (telogen after depilation at P50) (Figure 4E). Our data indicate a specific function for *Hes1* in hair cycle control through modulation of Shh signaling.

### 3.6 *Hes1* deletion causes primary cilia defect and influences hedgehog signaling responsiveness

Shh signaling is sensitive to the length, numbers, and architecture of primary cilia^28^ and ciliary transport of Smo is involved in Hedgehog signaling activation. We therefore examined the cilia length in the lower HFs of control and *Hes1*eKO mice by double immunostaining of Arl13b (a small GTPase localized to cilia) and Pericentrin (a centrosome protein localized to cilia base). We found that the cilia in the lower Bu/HG of *Hes1*eKO HFs were shorter than that of control HFs at P72 (Figure 5A, B). Because the ciliary accumulation of endogenous Smo was difficult to detect in tissue sections by antibody staining, we used primary mouse epidermal keratinocyte (PMEK) cultures from control and *Hes1*eKO dorsal skin as an alternative system (Figure S5). We observed a decrease in both the percentage of ciliated cells and the ciliary length in *Hes1*eKO PMEKs when cultured in serum‐starved conditions to enrich ciliated cells, as revealed by double immunostaining of Arl13b and Pericentrin (Figure 5C‐E). Accordingly, qRT‐PCR analysis revealed that *Hes1*eKO PMEKs had lower fold induction of *Gli1* and *Ptch1* mRNA than control PMEKs in response to Shh (Figure 5F). Additionally, we found increased gene expression of acyl‐CoA thioesterase *Them5* and elevated NAD/NADH ratio in *Hes1*eKO PMEKs, suggesting a correlation with altered cellular metabolism (Figure 5G, H).

**Figure 5:**
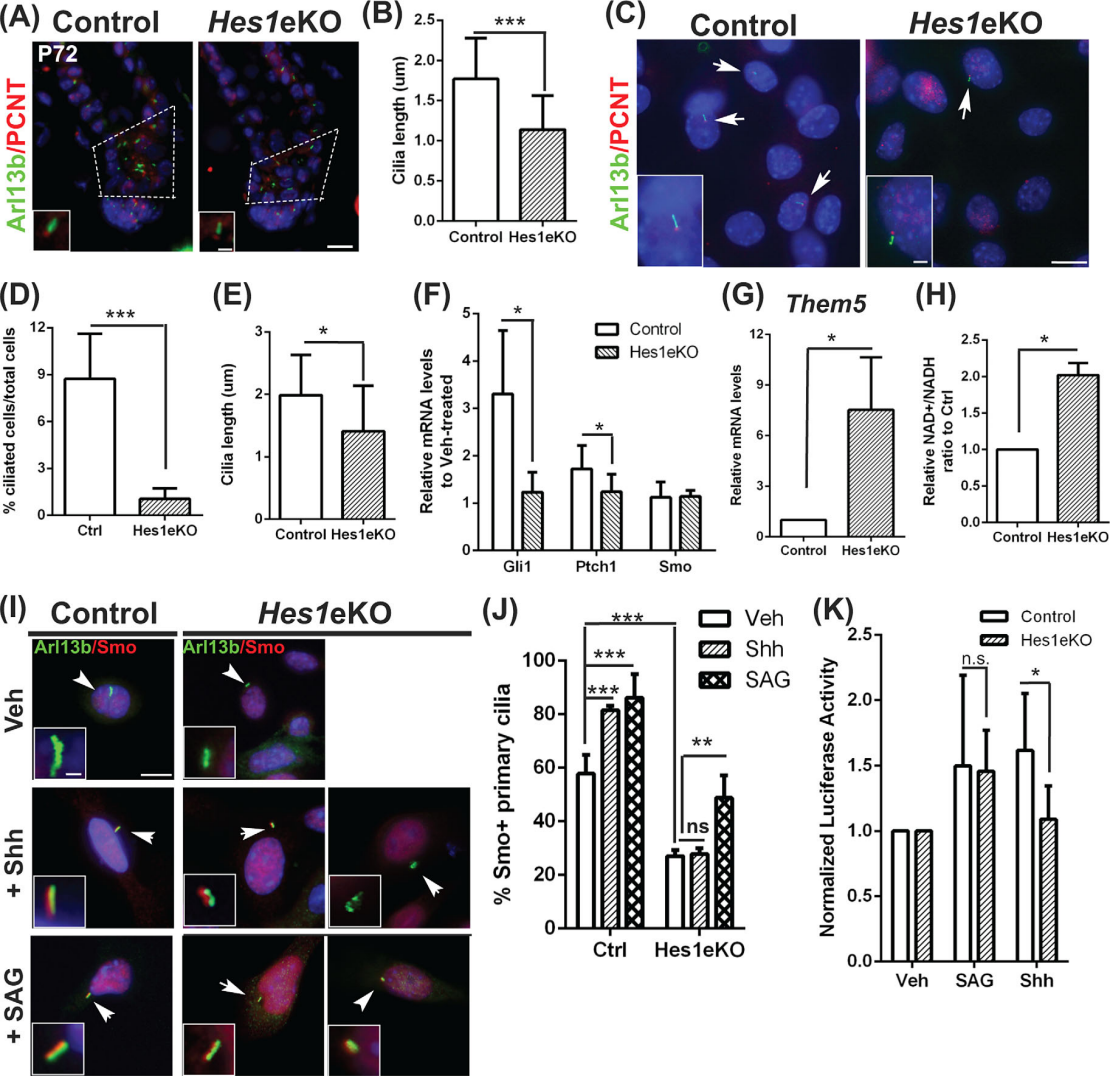
*Hes1* deletion causes primary cilia defect and influences Shh signaling responsiveness. A, Double immunostaining of Arl13b and Pericentrin in back skin sections of mice at P72 (telogen after depilation at P50). The dotted line box denotes the region of cilia measurement. The boxed region shows high magnification. DAPI counterstaining in blue. B, Quantification of cilia length in lower hair follicles (HFs) (dotted line box in (A)) of control and *Hes1*eKO mice (mean ± SD, n = 3 independent pairs; control 336 cilia; *Hes1*eKO 384 cilia, ***P < .01). C, Control and *Hes1*eKO PMEKs were immunostained for Arl13b and Pericentrin. The boxed region shows high magnification. D, Quantification of ciliated cells expressed as a percentage of total in control and *Hes1*eKO PMEKs (mean ± SD, n = 3 independent samples per genotype; >100 cells/microscopic field, >6 field/sample, ***P < .001). E, Quantification of cilia length in control and *Hes1*eKO PMEKs (mean ± SD, n = 3 independent samples per genotype; control 198 cilia; *Hes1*eKO 110 cilia, *P < .05). F, qRT‐PCR analysis of *Gli1*, *Ptch1*, and *Smo* expression levels in Shh‐treated relative to vehicle‐treated PMEKs (mean ± SD, n = 5 independent samples per genotype, *P < .05). G, qRT‐PCR analysis of *Them5* on control and *Hes1*eKO PMEKs (mean ± SD, n = 4 independent samples per genotype, *P < .05). H, Measurement of NAD^+^/NADH ratio in control and *Hes1*eKO PMEKs (mean ± SD, n = 3 independent samples per genotype; *P < .05). I, Control and *Hes1*eKO PMEKs were serum starved and treated with vehicle, Shh (10 nM), or SAG (10 nM) and double immunostained for Arl13b and Smo. The boxed region shows high magnification. Low‐ and high‐ magnification scale bars represent 10 and 1 μm. J, Quantification of the percentage of Smo + primary cilia in control and *Hes1*eKO PMEKs treated with vehicle, Shh, or SAG (mean ± SD, n = 4 independent samples per genotype per condition; control >90 cilia and *Hes1*eKO > 110 cilia in each treatment, **P < 0.01, ***P < 0.001, n.s., nonsignificant, determined by analysis of variance). K, Normalized luciferase activity in control and *Hes1*eKO PMEKs transfected with reporter plasmids and treated with vehicle, SAG, or Shh (mean ± SD, n = 4 independent samples per genotype per condition, *P < .05, n.s., nonsignificant)

Next, we examined Smo ciliary accumulation in the absence or presence of Hedgehog activators by double immunostaining of Arl13b and Smo (Figure 5I). Interestingly, we observed fewer Smo + primary cilia in *Hes1*eKO PMEKs than control PMEKs during serum starvation. The ciliary localization of Smo was increased in control PMEKs upon Shh treatment, whereas that in *Hes1*eKO PMEKs remained unchanged. In contrast, ciliary localization of Smo in *Hes1*eKO PMEKs was increased upon SAG treatment, suggesting a regulatory mechanism upstream of Smo activation (Figure 5J). Accordingly, we found that *Hes1*eKO PMEKs displayed compromised Gli binding site‐luciferase activity in response to Shh but not to SAG (Figure 5K). These findings indicate that *Hes1* modulates Shh signaling through regulation of ciliogenesis and Smo ciliary accumulation.

### 3.7 Direct activation of smoothened can rescue anagen initiation and HF regeneration in *Hes1*eKO mice

Small molecule agonist SAG binds Smo directly and bypasses Patched receptors to activate Shh signaling. Topical application of SAG has been demonstrated to stimulate the hair regrowth in adult mouse skin.^29^, ^30^ To ascertain whether direct activation of Smo can rescue HF phenotypes in *Hes1*eKO mice, we performed transient application of vehicle and SAG at opposite sides of the back skin during repetitive depilation (Figures 6A and S6A). Although vehicle‐treated *Hes1*eKO HFs displayed anagen delay after sequential depilation, two rounds of depilation/SAG treatment rescued anagen initiation in *Hes1*eKO HFs (Figure 6B, C). In situ hybridization of *Gli1* and *Ptch1* demonstrated that Shh signaling activity in *Hes1*eKO HFs was rescued by SAG treatment (Figure 6D). After three rounds of depilation/SAG treatment, we found that both the CD34+ bulge cells and P‐Cad + HG cells were increased in *Hes1*eKO HFs (Figure 6E, F). Additionally, the club hair length of each HF types in *Hes1*eKO mice was increased by three rounds of SAG treatment (Figure S6B, S6C). To demonstrate that the Shh signaling is compromised but still functional in *Hes1*eKO HFs, we analyzed the effect of exogenous Shh administration on the back skin of control and *Hes1*eKO mice. Shh and BSA‐coated beads were intradermally injected in the dorsal skin of control and *Hes1*eKO mice. The skin sections were immunostained for P‐Cad and Ki67 as well as assayed for Gli1 mRNA expression (Figure 6G‐I). We observed that exogenous Shh administration can stimulate cell proliferation and *Gli1* mRNA induction in the HG of both control and Hes1eKO HFs, indicating that Shh signaling is functional in both control and *Hes1*eKO HFs. Our results indicate that direct stimulation of Smo activity can rescue the anagen initiation and HF regeneration in *Hes1*eKO HFs.

**Figure 6:**
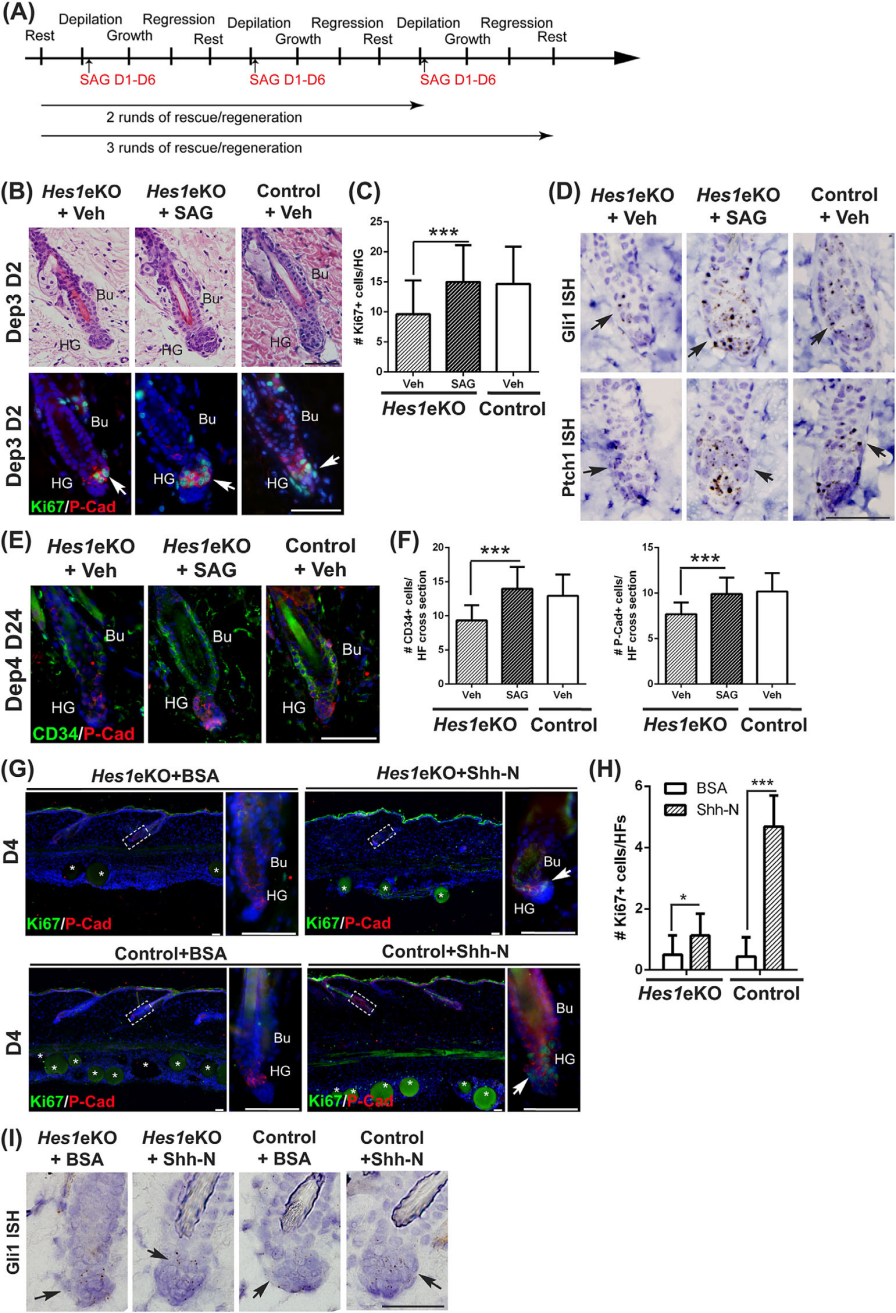
Transient application of Smoothened agonist (SAG) can rescue anagen initiation and hair follicle (HF) regeneration in *Hes1*eKO mice. A, Schematics of the in vivo SAG rescue experiments. B, Histological (hematoxylin and eosin‐stained) and immunostaining (Ki67/P‐Cad) analyses on back skin samples harvested at early anagen (day 2 after third depilation) after two rounds of depilation/SAG treatment. C, Quantification of Ki67+ cells in HG cells after SAG rescue experiments (mean ± SD, n > 50 HFs per experimental condition from three independent pairs, ***P < .001). D, In situ hybridization of *Gli1* and *Ptch1* in back skin sections from mice after two rounds of depilation/SAG treatment. E, Double immunostaining of CD34 and P‐Cad on back skin samples harvested at telogen (day 24 after fourth depilation) after three rounds of depilation/SAG treatment. F, Quantification of CD34+ bulge and P‐Cad + HG cells in HFs after SAG rescue experiments (mean ± SD, n > 40 HFs per experimental condition from three independent pairs, ***P < .001). G, Immunostaining of P‐Cad and Ki67 in skin sections of control and *Hes1*eKO mice intradermally injected with BSA or Shh‐N coated beads. Right panels, magnified views of boxed areas. Asterisks, the injected protein‐coated beads. H, Quantification of Ki67+ cells in the P‐Cad + cells from intradermal injection experiments (mean ± SD, n > 15 HFs per bead injection from three independent control and mutant pairs, *P < .05, ***P < .01). I, In situ hybridization of *Gli1* in back skin sections from bead injection experiments. Bu, bulge; HG, hair germ; DP, derma papillae. DAPI counterstaining in blue. Scale bar, 50 μm

## 4 DISCUSSION

The hair cycle represents a paradigm for studying stem cell quiescence and activation, as well as progenitor cell proliferation, differentiation, and death. Here, we show that *Hes1* expression is enriched in the lower bulge/HG at anagen onset. The retarded hair growth observed in *Hes1*‐deficient HFs is resulted from a delay in anagen initiation and shortened anagen phase. Moreover, *Hes1* epithelial ablation results in impaired HF regeneration after repetitive depilation. 

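*Smo*, which encodes the signal transducer of the hedgehog pathway, had values of 8.45 and 8.65 on the control arrays and of 8.73 and 8.35 on the *Hes1*eKO arrays of sorted HFSCs. Its log2 fold change was −0.01 (standard error 0.22), from −0.20 without *Hes1*eKO replicate 1 to 0.18 without *Hes1*eKO replicate 2. Of 25 measured hedgehog signaling components, the ligand gene *Dhh* rose by 0.82 (standard error 0.21), none fell and 24 did not pass the study threshold. *Scube2*, whose product releases hedgehog ligands, had a log2 fold change of 0.51 (standard error 0.23), and *Disp1*, which encodes a ligand transporter, of −0.51 (standard error 0.29). None of the 38 measured genes of the primary cilium passed the threshold, and their median was −0.09. *Tmem67*, a gene of the ciliary transition zone, had −0.66 (standard error 0.47), *Dync2li1*, a retrograde transport motor gene, −0.62 (standard error 0.28), and *Ift57*, an anterograde transport gene, −0.61 (standard error 0.35).
The components were not called as a group by camera (adjusted p = 0.0707, median 0.04, and adjusted p = 0.711 with an estimated correlation), nor were the cilium genes (adjusted p = 0.222, and adjusted p = 0.711 with an estimated correlation). No gene of either list passed when adjusted over the list alone or over all clusters. Without *Hes1*eKO replicate 1 (0.65) or control replicate 1 (0.75), *Dhh* was no longer past the threshold, while *Disp1* passed it without control replicate 1 (−0.86) and *Ift57* without *Hes1*eKO replicate 2 (−1.01).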

Transcriptome analysis and gene expression data indicate that *Hes1* ablation compromises Shh responsiveness. *Hes1* possibly influences Hedgehog signaling through regulating ciliogenesis and Smo ciliary accumulation. Therefore, direct activation of Smo can rescue anagen initiation and HFSC self‐renewal in *Hes1*‐deficient HFs. Our data suggest that *Hes1* reinforces the Shh signaling during telogen‐anagen transition to maintain hair cycle homeostasis (Figure 7A).

**Figure 7:**
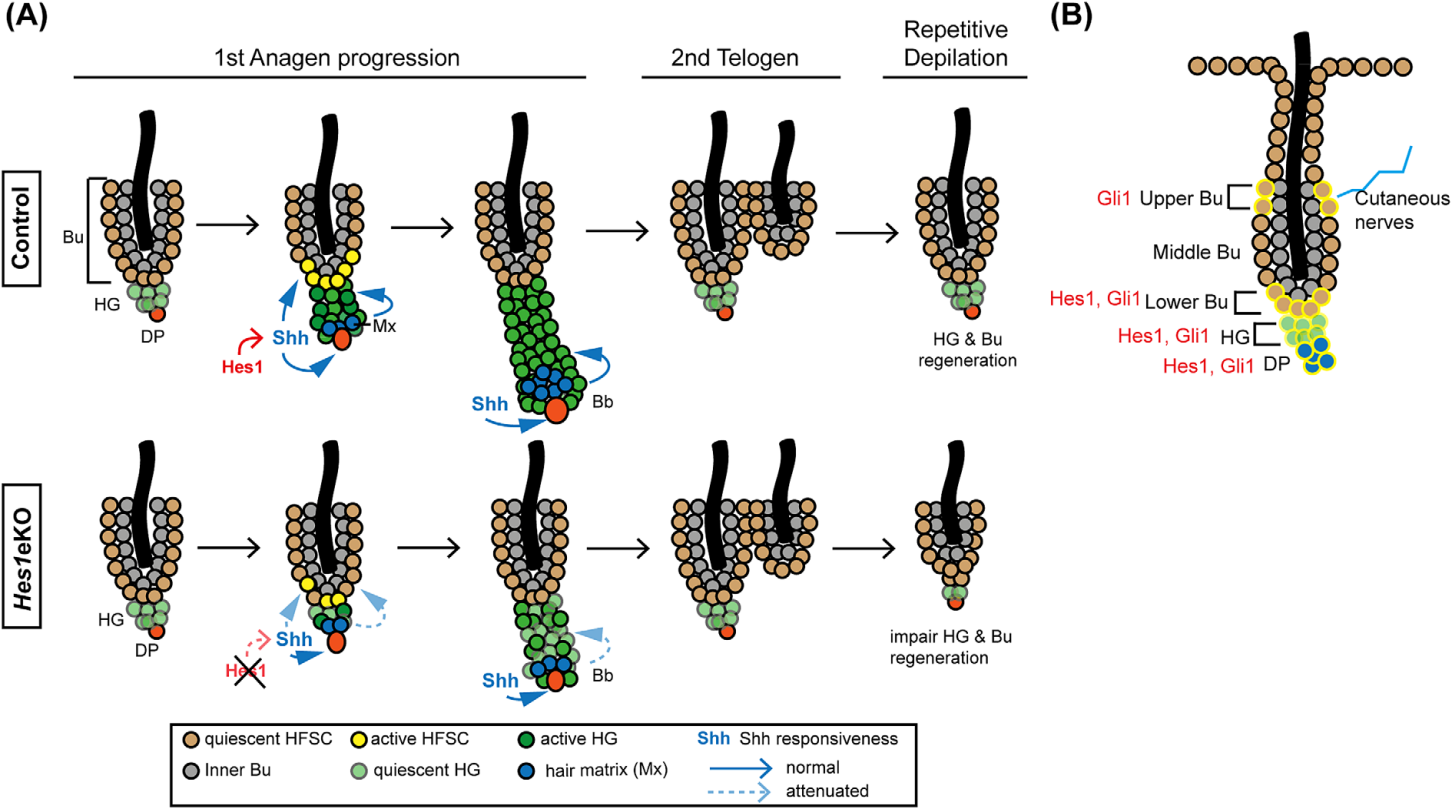
Working model of telogen‐anagen transition and hair follicle (HF) regeneration regulated by *Hes1*. A, By modulating ciliary function, *Hes1* potentiates Shh signaling in anagen initiation, which allows sufficient signaling strength to expand the hair germ and replenish hair follicle stem cells to maintain the hair cycle. B, Illustration of the location of *Hes1* and *Gli1* expression in telogen HF

A role for Notch signaling in postnatal HF development and cycling was delineated by epithelial knockout of Notch components. Smaller hair bulbs were reported at the postnatal HF morphogenesis, and premature entry into catagen was postulated to be the underlying cause.^10^ Similar phenotype was reported by Lee et al, in which smaller hair bulb of *Notch1*‐deficient HFs was attributed to lower mitotic rates mediated by paracrine inhibition of IGF signaling in the Mx through DP‐derived IGFBP3.^11^ However, *Hes1* expression was unaltered in *Notch1*‐deficient HFs, nor did we observe any difference in *Igfbp3* expression as well as characteristics and inductive ability between control and *Hes1*eKO DPs. The delayed anagen entry observed in *Hes1*‐deficient HFs suggests a cell‐autonomous role for *Hes1* in stem cell/progenitor activation during anagen induction.

Notch ligands and receptors are expressed in the skin in a complex and dynamic manner.^31^ Notch downstream effectors are expressed in the hair bulb precortex and hair shaft precursors when the Mx commits terminal differentiation, suggesting a role for Notch signaling in hair shaft differentiation.^14^ Interestingly, we found that *Hes1*‐deficient HFs displayed a delayed occurrence of hair shaft components without changes in hair follicular lineages, suggesting that *Hes1* modulates the response of HF stem/progenitor cells to hair growth promoting signals rather than directly regulates lineage commitment.

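In sorted HFSCs, *Cdkn1a*, which encodes p21, had a log2 fold change of 0.24 between *Hes1*eKO and control arrays (standard error 0.40). *Cdkn1b*, which encodes p27, had −0.43 (standard error 0.18) and *Cdkn1c*, which encodes p57, had −0.06 (standard error 0.18), and none of the 3 passed the study threshold. Among 10 measured cell cycle inhibitor genes, *Rb1*, the retinoblastoma gene, rose by 0.82 (standard error 0.24), none fell, and *Cdkn2d* had −0.41 (standard error 0.25). Genes of proliferation were lower as a group, with a median of −0.32 over 31 measured genes, of which 4 fell and none rose (adjusted p = 6.97e-06 by camera, and adjusted p = 0.711 with an estimated correlation). The estimated correlation between these genes was 0.379, far above the preset 0.01. Their median was −0.73 within replicate number 1 and −0.07 within number 2. The cyclin gene *Ccna2* fell by 1.16 (standard error 0.31), the proliferation marker gene *Mki67* by 1.10 (standard error 0.28) and the topoisomerase gene *Top2a* by 0.73 (standard error 0.20), and *Esco2* was the other gene that fell. The median levels of the proliferation genes were 5.78 and 5.33 on the control arrays and 5.09 and 5.39 on the *Hes1*eKO arrays, and those of markers of Langerhans cells and macrophages were 5.23 and 4.18 on the control and 4.31 and 4.09 on the *Hes1*eKO arrays.
The inhibitors were not called by camera (adjusted p = 0.656, and adjusted p = 0.792 with an estimated correlation). No gene of either list passed when adjusted over the list alone or over all clusters. Without control replicate 1, the proliferation call ended (adjusted p = 0.0531, median −0.19), as did the calls of *Ccna2* (−1.10), *Mki67* (−0.79), *Top2a* (−0.56) and *Rb1* (0.76). The methods' t-test also ended the calls of these 4 genes, and the most extreme cluster of *Rb1* (1.01) did not pass. The calls of *Ccna2* (−1.22) and *Rb1* (0.87) ended without control replicate 2, those of *Rb1* (0.57) and *Top2a* (−0.75) without *Hes1*eKO replicate 1, and those of *Mki67* (−0.94) and *Top2a* (−0.71) without *Hes1*eKO replicate 2. *Cdkn1a* turned to −0.28 without *Hes1*eKO replicate 2, and *Cdkn1c* to 0.05 without *Hes1*eKO replicate 1, while *Cdkn2d* passed the threshold without control replicate 1 (−0.69).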

The delayed anagen initiation could be resulted from increased expression of the cell cycle inhibitors in the bulge, since p21^Cip1^, p27^Kip1^, and p57^Kip2^ have been identified as *Hes1* downstream targets in other organs.^32^, ^33^, ^34^ However, our microarray analysis showed that these cell cycle inhibitors are not affected by *Hes1* deletion, but instead Hedgehog signaling is compromised. Notch signaling has been shown to shape the response of neuroepithelial cells to Shh and influences cell fate choice in spinal cord development. Notch activities seem to promote longer primary cilia and ciliary Smo accumulation by an unknown transcriptional mechanism.^35^, ^36^ We found that *Hes1* deletion causes shorter cilia and abolishes further Smo accumulation in the cilia upon Shh treatment, suggesting that *Hes1* does not change the competence but rather the strength of Shh responsiveness during hair growth. Interestingly, Shh emanating from TACs during early anagen has been demonstrated to sustain HF growth and HFSC self‐renewal.^3^ Therefore, our *Hes1* loss‐of‐function studies in HFs suggest that *Hes1* regulates anagen initiation and HF regeneration via modulation of Shh responsiveness. Transcriptome profiling revealed that lipid metabolism is specifically affected in *Hes1*eKO HFSCs. 

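Of 17 measured acyl-CoA thioesterase genes, *Them5* and *Acot7* rose in sorted *Hes1*eKO HFSCs, none fell, and the median log2 fold change was 0.10. The 27 measured genes of fatty acid synthesis and activation had a median of −0.05, and none passed the study threshold. Among them, the desaturase genes *Fads1* and *Fads2* had log2 fold changes of 1.10 (standard error 0.47) and 0.82 (standard error 0.72), and *Mcat*, a mitochondrial malonyltransferase gene, had −0.63 (standard error 0.24). Of 20 measured genes of cholesterol synthesis and uptake, *Insig2* was the only one past the threshold, while *Insig1*, its paralog, had −0.65 (standard error 0.33) and the synthesis gene *Nsdhl* had 0.43 (standard error 0.27). The 19 measured genes of eicosanoid metabolism had a median of −0.06 and none passed the threshold. *Alox5ap*, which encodes the activating protein of 5-lipoxygenase, had −0.91 (standard error 0.49).
None of these lists was called by camera, with adjusted p = 0.261 for the thioesterases, 0.824 for fatty acid synthesis, 0.839 for cholesterol and 0.585 for eicosanoids. With an estimated correlation, the adjusted p was 0.711, 0.883, 0.883 and 0.792 in the same order. The cholesterol genes had a median of −0.02 and a mean of 0.00, while camera placed them higher, and the fatty acid synthesis genes had a mean of 0.02 while camera placed them lower. No gene of the 4 lists passed when adjusted over the list alone or over all clusters. The sign of *Fads2* turned without control replicate 2 (−0.12), and it passed the threshold without control replicate 1 (1.76). *Fads1* (1.62) and *Mcat* (−0.87) passed without *Hes1*eKO replicate 2 and with the mean of clusters per gene, and *Insig1* (−1.02) and *Alox5ap* (−1.58) without control replicate 2.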

Given that lipid metabolism is closely associated with both Hedgehog signal transduction and Hedgehog ligand modification, the compromised Shh responsiveness caused by *Hes1* deficiency is likely due to altered lipid metabolism that influences ciliogenesis and Smo ciliary accumulation.^37^, ^38^

In telogen HFs, *Gli1* is expressed in two restricted HF epithelial compartments and in the DP. One population of *Gli1*+ cells, localized to the upper margin of the bulge, respond to cutaneous nerve‐releasing Shh, and contribute to wound‐induced epidermal regeneration. Another population of *Gli1*+ cells, localized to the lower portion of bulge/HG, respond to DP/HG‐releasing Shh and contribute to immediate HF growth in anagen.^39^ *Hes1* expression in the lower bulge/HG during anagen initiation suggests a crosstalk between Notch and Hedgehog signaling pathways in this compartment (Figure 7B). Whether Notch signaling promotes or inhibits Hedgehog signaling or vice versa is context‐dependent. Notch receptors and regulated proteolysis enzyme were found to colocalize with cilia. Elimination of primary cilia caused defects in the differentiation of embryonic epidermis, which was attributed to Notch signaling loss.^40^ Normally, Notch receptor is activated by membrane‐bound ligand through cell‐cell interaction but not by soluble forms of ligands, so ciliogenesis is less likely to play a direct role in Notch signaling activation. There are evidences that Shh‐driven stabilization of *Hes1* is independent of canonical Notch signaling and *Hes1* is a Hedgehog‐dependent direct target of *Gli2*.^19^, ^41^, ^42^ In contrast, canonical Notch1/Rbpj axis has been shown to regulate Hedgehog signaling effectors Gli2/Gli3,^43^ as well as *Hes1* is shown to bind the *Gli1* first intron that may inhibit its expression.^44^ Therefore, we think that the crosstalk between Notch and Hedgehog pathways could be different during development, homeostasis, and carcinogenesis.

The two‐step mechanism of SC activation during HF regeneration derives from the observation that HG is in close proximity to the DP and the bulge is separated from the DP by the HG.^45^, ^46^ The DP activates the proliferation of primed SCs in the HG to form the TACs and sustain HF regeneration.^47^ Moreover, the HG is thought to buffer the bulge from the DP to receive excess proliferating signals that will exhaust the conserved SCs. Although the two‐step mode of SC activation seems to prevail as the underlying mechanism of HF regeneration, there are examples that anagen initiation and HF regeneration can occur when Shh signaling is activated in the epithelial part of the HF during telogen,^29^, ^30^ suggesting that ectopic activation of Shh signaling in the bulge can substitute the signal required from the DP to activate the HG. In clinical hair medicine, whether a HF is in refractory or competent telogen^48^ will greatly influence the efficacy of hair growth‐promoting agents. Therefore, perhaps if we can learn more about the alternative modes of HF regeneration then the poorly effective agents can be administered more effectively. Interestingly, Jagged1‐expressing regulatory T cells in the skin are shown to help HFSC activation and anagen induction,^49^ which corroborates our study and suggest that manipulating Notch signaling can be used as a therapeutic strategy to gain control of the telogen stage.

## 5 CONCLUSION

Hedgehog signaling is one of the important pathways that governs epidermal and HF development. A Hedgehog signaling gradient established by the Patched receptors is found along the proximodistal axis of developing HFs,^50^ suggesting that fine‐tuning the intensity of hedgehog signaling is necessary to maintain hair cycle homeostasis. Here, we identified a critical role for *Hes1* in hair cycle homeostasis. By modulating Hedgehog signaling responsiveness, the Notch‐Hes1 axis facilitates signaling activity in the Shh‐receiving HFSCs/HG, which is required for anagen initiation and HFSC maintenance.

## CONFLICT OF INTEREST

The authors indicated no potential conflicts of interest.

## AUTHOR CONTRIBUTIONS

W.‐J.S., S.‐T.L.: collection and/or assembly of data, data analysis and interpretation; L.‐T.Y.: conception and design, data analysis and interpretation, manuscript writing, final approval of manuscript.

## DATA AVAILABILITY STATEMENT

The data that support the findings of this study are available within the article and its supplementary materials.

## Supporting information

**Figure S1 Gross appearance and analysis of hair follicle stem cells and cell death in control and *Hes1*eKO HFs, related to** Figures 1 and 2 **. (A)** Representative pictures of the back skin from control and mutant mice during the postnatal hair cycle. Hair coat of mice was shaved at P20 and growth of the new hair coat was monitored. **(B)** Double immunostaining of Sox9 and CD34 as well as NFATc1 and CD34 in back skin sections at P22. **(C)** Double immunostaining of K15 and CD34 in back skin sections at P22, P24, and P29. **(D)** Quantification of CD34+ and K15+ cells (independent counting) in the bulge at P22, P24 and P29 (mean+/−s.d., > 30 HFs from 2 biological replicates per genotype per stage, n.s.: non‐significant). **(E)** TUNEL staining (arrows) in back skin sections at P19 (catagen) and P22 (telogen). DAPI counterstaining in blue. Bu, bulge; HG, hair germ; DP, derma papillae. Scale bar, 50 μm.

**Figure S2 Analysis of cell death, dermal papilla characteristics, and follicular lineage identity in control and *Hes1*eKO HFs, related to** Figure 2 **. (A)** TUNEL staining in back skin sections at P29 (anagen), P42 (catagen), P56 (telogen). **(B)** Immunostaining of Igfbp3 in back skin sections at P29 and P56. Dotted lines demarcate DP when visible. **(C)** Examination of alkaline phosphatase (AP) activity in the DP of HFs using NBT/BCIP substrate at P22, P24, and P29. **(D)** Immunostaining of Versican in back skin sections at P22, P24, and P29. **(E)** Quantification of Versican+ cells in the DP at P22, P24 and P29 (mean+/−s.d., > 25 HFs from 2 biological replicates per genotype per stage, n.s.: non‐significant). **(F)** Illustration of the hair keratin marker in distinct cell layer of the hair follicle. ORS, outer root sheath; CP, companion layer; *He*, Henle's layer; *Hu*, Huxley's layer; *C*i, cuticle of the *IRS; C*h, cuticle of the hair shaft; Co, cortex of the hair shaft; Me, medulla of the hair shaft. **(G)** K6 immunostaining (arrows) in back skin sections at P29 (anagen). **(H)** Immunostaining analysis of hair keratin markers (AE15, AE13, K82, K73) in back skin sections at P29 and P35. Some sections are double immunostained for Hes1 (arrowheads) to locate *Hes1* expression in the follicular lineages. The arrows mark the positive staining. DAPI counterstaining in blue. Bu, bulge; Bb, hair bulb; DP, derma papillae, Scale bar, 50 μm.

**Figure S3 *Hes1* deficiency causes compromised HF regeneration and HFSC self‐renewal after repetitive depilation, related to** Figure 3 **. (A)** Sequential depilation of control littermate (Ctrl) and *Hes1* conditional knockout (*Hes1*eKO) mice for six rounds with a three‐week interval from the second telogen. Representative pictures of female mice are shown (n = 5). **(B)** Close up of back skin at day 22 post depilation‐induced hair regeneration. **(C)** Back skin sections from repetitive depilation (day 22 post sixth depilation) were double immunostained for CD34 and P‐Cad. **(D)** Quantification of CD34+ bulge and P‐Cad + HG cells in HFs after sequential depilation (mean+/−s.d., n > 50 HFs per genotype from four independent control and mutant pairs, *: *P* < 0.05, ***: *P* < 0.001). **(E)** Close up pictures of the back skin in control and *Hes1*eKO mice at P357.

**Figure S4 Microarray gene expression profiling and bioinformatics analysis on HFSCs from control and *Hes1*eKO mice, related to** Figure 4 **. (A)** Heatmaps and hierarchical clustering, **(B)** Scatter plot, and **(C)** Volcano plot gene expression profile of FACS‐purified HFSCs from two independent control (n = 2) and *Hes1*eKO (n = 2) pairs at P72 (telogen after depilation at P50). Red and green dots delineate upregulated and downregulated genes, respectively. The microarray metadata have been deposited to GEO with the accession number GSE101892 (reviewer access token odcfuqqmjnkhvip). **(D)** Ingenuity pathway analysis result showing the top networks significantly affected by *Hes1* deletion in HFSCs (cut off fold change >1.5 or < −1.5, P < 0.05). Red and green indicate upregulated and downregulated genes in *Hes1*eKO HFSCs, respectively. **(E)** qRT‐PCR analysis of selected genes related to top networks on FACS‐purified HFSCs from control and *Hes1*eKO mice (mean+/−s.d., n = 3 independent control and mutant pairs, *: P < 0.05, **: *P* < 0.01).

**Figure S5 Primary mouse epithelial keratinocyte cultures, related to** Figure 5 **. (A)** Phase contrast photos of primary keratinocyte cultures established from the back skin of newborn control and *Hes1*eKO mice. **(B, C)** Primary keratinocytes were immunostained for K14 and Vimentin to confirm the identity of keratinocytes. Staining only with the secondary antibody served as staining control. **(D)** NIH 3 T3 cells were immunostaining for Vimentin as positive controls for fibroblasts. Scale bar, 100 μm. **(E)** qRT‐PCR analysis of *Hes1* on control and *Hes1*eKO primary keratinocytes. (mean+/−s.d., n = 3 independent experiments, ***: P < 0.001).

**Figure S6 Transient SAG treatment can rescue the HF regeneration in *Hes1*eKO mice after sequential depilation, related to** Figure 6 **. (A)** Representative pictures of the same pair of mice depilated for four rounds from the second telogen with three times of transient application (D1‐D6 post depilation) of vehicle and SAG at the opposite sides of the back skin. **(B)** Bright field images of club hair of four different hair types from control and Hes1eKO mice after SAG recue experiment. Scale bar, 1 mm. **(C)** Quantification of club hair length of each HF type after SAG experiments (mean+/−s.d., n = 20 HFs from each hair types, **: P < 0.01; ***: P < 0.001 determined by ANOVA).

**Appendix S1**: Supplementary Materials and Methods.

# Supplementary material for: Hes1 regulates anagen initiation and hair follicle regeneration through modulation of hedgehog signaling
**Source:** Stem Cells. 2019 Nov 26;38(2):301–14. doi: 10.1002/stem.3117
**Supplement:** Supplementary file 7 — Appendix S1: Supplementary Materials and Methods.

**Supplementary materialS**

**Supplementary Figure Legends**

**Figure S1. Gross appearance and analysis of hair follicle stem cells and cell death in control and *Hes1*eKO HFs, related to figure 1 and 2. (A)** Representative pictures of the back skin from control and mutant mice during the postnatal hair cycle. Hair coat of mice was shaved at P20 and growth of the new hair coat was monitored. **(B)** Double immunostaining of Sox9 and CD34 as well as NFATc1 and CD34 in back skin sections at P22. **(C)** Double immunostaining of K15 and CD34 in back skin sections at P22, P24, and P29. **(D)** Quantification of CD34+ and K15+ cells (independent counting) in the bulge at P22, P24 and P29 (mean+/-s.d., > 30 HFs from 2 biological replicates per genotype per stage, n.s.: non-significant). **(E)** TUNEL staining (arrows) in back skin sections at P19 (catagen) and P22 (telogen). DAPI counterstaining in blue. Bu, bulge; HG, hair germ; DP, derma papillae. Scale bar, 50 μm.

**Figure S2.** **Analysis of cell death, dermal papilla characteristics, and follicular lineage identity in control and *Hes1*eKO HFs, related to figure 2. (A)** TUNEL staining in back skin sections at P29 (anagen), P42 (catagen), P56 (telogen). **(B)** Immunostaining of Igfbp3 in back skin sections at P29 and P56. Dotted lines demarcate DP when visible. **(C)** Examination of alkaline phosphatase (AP) activity in the DP of HFs using NBT/BCIP substrate at P22, P24, and P29. **(D)** Immunostaining of Versican in back skin sections at P22, P24, and P29. **(E)** Quantification of Versican+ cells in the DP at P22, P24 and P29 (mean+/-s.d., > 25 HFs from 2 biological replicates per genotype per stage, n.s.: non-significant). **(F)** Illustration of the hair keratin marker in distinct cell layer of the hair follicle. ORS, outer root sheath; CP, companion layer; He, Henle’s layer; Hu, Huxley’s layer; Ci, cuticle of the IRS; Ch, cuticle of the hair shaft; Co, cortex of the hair shaft; Me, medulla of the hair shaft. **(G)** K6 immunostaining (arrows) in back skin sections at P29 (anagen). **(H)** Immunostaining analysis of hair keratin markers (AE15, AE13, K82, K73) in back skin sections at P29 and P35. Some sections are double immunostained for Hes1 (arrowheads) to locate *Hes1* expression in the follicular lineages. The arrows mark the positive staining. DAPI counterstaining in blue. Bu, bulge; Bb, hair bulb; DP, derma papillae, Scale bar, 50 μm.

**Figure S3.** ***Hes1* deficiency causes compromised HF regeneration and HFSC self-renewal after repetitive depilation, related to figure 3. (A)** Sequential depilation of control littermate (Ctrl) and *Hes1* conditional knockout (*Hes1*eKO) mice for six rounds with a three-week interval from the second telogen. Representative pictures of female mice are shown (n = 5). **(B)** Close up of back skin at day 22 post depilation-induced hair regeneration. **(C)** Back skin sections from repetitive depilation (day 22 post 6^th^ depilation) were double immunostained for CD34 and P-Cad. **(D)** Quantification of CD34+ bulge and P-Cad+ HG cells in HFs after sequential depilation (mean+/-s.d., n > 50 HFs per genotype from four independent control and mutant pairs, *: P<0.05, ***: P<0.001). **(E)** Close up pictures of the back skin in control and *Hes1*eKO mice at P357.

**Figure S4.** **Microarray gene expression profiling and bioinformatics analysis on HFSCs from control and *Hes1*eKO mice, related to figure 4. (A)** Heatmaps and hierarchical clustering, **(B)** Scatter plot, and **(C)** Volcano plot gene expression profile of FACS-purified HFSCs from two independent control (n = 2) and *Hes1*eKO (n = 2) pairs at P72 (telogen after depilation at P50). Red and green dots delineate upregulated and downregulated genes, respectively. The microarray metadata have been deposited to GEO with the accession number GSE101892 (reviewer access token odcfuqqmjnkhvip). **(D)** Ingenuity pathway analysis result showing the top networks significantly affected by *Hes1* deletion in HFSCs (cut off fold change >1.5 or <-1.5, P<0.05). Red and green indicate upregulated and downregulated genes in *Hes1*eKO HFSCs, respectively. **(E)** qRT-PCR analysis of selected genes related to top networks on FACS-purified HFSCs from control and *Hes1*eKO mice (mean+/-s.d., n = 3 independent control and mutant pairs, *: P<0.05, **: P<0.01).

**Figure S5. Primary mouse epithelial keratinocyte cultures, related to figure 5. (A)** Phase contrast photos of primary keratinocyte cultures established from the back skin of newborn control and *Hes1*eKO mice. **(B, C)** Primary keratinocytes were immunostained for K14 and Vimentin to confirm the identity of keratinocytes. Staining only with the secondary antibody served as staining control. **(D)** NIH 3T3 cells were immunostaining for Vimentin as positive controls for fibroblasts. Scale bar, 100 μm. **(E)** qRT-PCR analysis of *Hes1* on control and *Hes1*eKO primary keratinocytes. (mean+/-s.d., n = 3 independent experiments, ***: P<0.001).

**Figure S6.** **Transient SAG treatment can rescue the HF regeneration in *Hes1*eKO mice after sequential depilation, related to figure 6. (A)** Representative pictures of the same pair of mice depilated for four rounds from the second telogen with three times of transient application (D1-D6 post depilation) of vehicle and SAG at the opposite sides of the back skin. **(B)** Bright field images of club hair of four different hair types from control and Hes1eKO mice after SAG recue experiment. Scale bar, 1 mm. **(C)** Quantification of club hair length of each HF type after SAG experiments (mean+/-s.d., n = 20 HFs from each hair types, **: P<0.01; ***: P<0.001 determined by ANOVA).

**Supplementary Materials and Methods**

**EdU Labeling, Cell Proliferation, Cell Death, and Biochemical Analyses**

For EdU labeling, mice were injected intraperitoneally with EdU (Jena Bioscience GmbH) at 50 μg/g body weight and sacrificed 3 hours later. Cell proliferation analysis was done by Click-iT EdU Alex Fluor 594 Imaging kit (Thermo Fisher Scientific) following the manufacturer’s protocol. TUNEL assays were conducted using the DeadEnd Fluorometric TUNEL system (Promega) following the manufacturer’s instruction. The NAD^+^/NADH ratio is measured using the NAD/NADH Quantitation Colorimetric Kit (Biovision) following the manufacture’s protocol.

**RNA Isolation and Quantitative Real-Time PCR (qRT-PCR)**

Total RNA was isolated using TRIzol (Invitrogen), followed by purification using RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. Equal amounts (~ 2 μg) of RNA were reverse-transcribed using Transcriptor Reverse Transcriptase (Roche) and oligo-dT primers following the manufacturer’s instruction. Real-time PCR was conducted using an ABI 7500 Real-Time PCR system (Applied Biosystems, Foster City) with FastStart Universal Probe Master (Rox, Roche) and probe/primer sets (Roche Universal Probe). Samples were analyzed by SDS Software v1.4, calculated based on the formula 2^–ΔΔCP^, and normalized to the housekeeping genes Rpl7. Gene-specific universal probe numbers and primer sequences are available upon request. Total RNA isolated from bulge keratinocytes was amplified by the REPLI-g WTA single Cell Kit (Qiagen) to obtain sufficient amount for qRT-PCR analysis.

**Microarray and Bioinformatics Analysis**

HFSC RNAs from FACS-purified control and *Hes1*eKO mice were sent to NHRI Microarray Core Facility for determination of RNA quality and concentrations using RNA 6000 Pico Assay on Agilent 2100 Bioanalyzer (Agilent Technologies). High quality RNA (RIN > 8) was amplified, hybridized with GeneChip^TM^ Mouse gene 2.0 ST Arrays (Affymetrix), and scanned using a GeneChip®Scanner 3000. Two independent control (n=2) and mutant (n=2) sample pairs were used for statistical analysis by Partek Genomics Suite software (PGS, v6.6, Partek, Inc.). Probes sets were identified as differentially expressed by setting the cutoff fold change >1.5 or <-1.5 (P <0.05).

Heatmaps, scatter plot, and hierarchical clustering of microarray metadata (GEO# GSE101892) were generated using the Transcriptome Analysis Console 3.0 software (Affymetrix). The ingenuity pathway analysis (Qiagen Bioinformatics) was used to analyze the genes significantly affected by *Hes1* deletion (cut off fold change >1.5 or <-1.5, P <0.05). GSEA analysis was performed using the javaGSEA Desktop Application [1] with 1,000 times of permutation in gene sets. For a gene with multiple probes, the probe with a fold change of most extreme value was selected as the input. The log2R was used as input metrics for the enrichment analyses, where R is the ratio of gene expression level in control to that in knockout samples. Several gene set collections in MSigDB, including canonical pathways (C2-CP), biological process gene sets (C5-BP), and hallmark gene sets v5.0 were separately used as target gene sets. Gene set with a false discovery rate (FDR) ≤ 0.25 or nominal P value <0.05 is considered to be enriched significantly.

**Reporter Assay**

To measure Hedgehog signaling activation, mouse primary keratinocytes were cotransfected with 200 ng of either 8x3’Gli-BS or 8xm3’Gli-BS firefly luciferase reporter plasmid [2] along with 5 ng of pRLTK Renilla luciferase reporter plasmid (Promega) in a 12-well plate using TransIT®-2020 Transfection Reagent (Mirus Bio LLC). After 16 hours, cells were serum starved (0.1% chelexed-FBS) for ciliated cell enrichment and treated with either vehicle, 20 nM SAG, or 20 nM Shh-N (R&D) for an additional 20 hours. Cells were harvested in passive lysis buffer and assayed using dual-luciferase reporter assay system (Promega) following the manufacture’s protocol. The normalized luciferase activity represents the ratio of 8x3’Gli-BS firefly/pRLTK Renilla activity to 8xm3’Gli-BS firefly/pRLTK Renilla activity.

**Supplementary References**

1 Subramanian A, Tamayo P, Mootha VK, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A*.* 2005;102:15545-15550.

2 Sasaki H, Hui C, Nakafuku M, et al. A binding site for Gli proteins is essential for HNF-3beta floor plate enhancer activity in transgenics and can respond to Shh in vitro. Development*.* 1997;124:1313-1322.

How the deposited data were processed for this re-analysis (not part of the article)

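Gene expression was measured in sorted HFSCs (CD34+CD49f+) from telogen dorsal skin of control and *Hes1*eKO mice, with 2 arrays per genotype and 2 mice pooled per sample. The authors processed Affymetrix Mouse Gene ST arrays with RMA in Expression Console 1.4.1, and the deposited values are the authors' RMA values on the log2 scale, already background-corrected, normalized and summarized per transcript cluster. All 41345 transcript clusters were used as deposited, with no further normalization or filter. Of these, 806 carry the same values on all 4 arrays as an earlier cluster of the table. The annotation supplied with the values gives exactly 1 gene symbol for 23521 clusters, and 23328 of their gene identifiers matched the GRCm38.p6 gene table, which was used for names only (193 did not match, and 0 symbols were updated). No genome build is named for the values, so no coordinates are given.

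The analysis used R 4.3.3 with limma 3.58.1 and fgsea 1.28.0, and figures were drawn with matplotlib 3.10.9 under Python 3.11.15. Genotypes were compared for each cluster by lmFit and eBayes of limma without a term for the replicate number. The study threshold was a fold change above 1.5 in either direction and an unadjusted p under 0.05, as in the supplementary methods, and Benjamini-Hochberg adjusted p values were computed over all clusters. The paper names Partek Genomics Suite 6.6 for the arrays without a model, and its general statistics name a t-test, which was run as an alternative. The methods speak of sample pairs and of littermates, but no source used here states that a shared replicate number marks a shared litter, so the replicate number was not used as a pairing in the comparison and entered only as an alternative. For a gene with several clusters, the cluster with the highest mean over the 4 arrays was taken.

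Before the data were examined, 36 gene lists (17 of pathways and 19 of cell type markers) were fixed from textbook knowledge, and 35 with at least 3 measured members were tested. The pathway lists cover hedgehog targets, hedgehog signaling components, the primary cilium, BMP and TGF-β signaling, apical and adherens junctions, oxidative phosphorylation, fatty acid oxidation, fatty acid synthesis and activation, acyl-CoA thioesterases, cholesterol synthesis and uptake, eicosanoid metabolism, Notch signaling without *Hes1*, Wnt signaling, cell cycle inhibitors, proliferation, dissociation stress and immediate early genes, and cytosolic ribosomal proteins. The marker lists cover the bulge, inner bulge and companion layer, upper follicle and isthmus, differentiated epidermis, sebaceous gland, hair matrix, inner root sheath and hair shaft, endothelium, dermal fibroblasts, dermal papilla, T cells, Langerhans cells and macrophages, neutrophils, mast cells, melanocytes, Schwann cells, Merkel cells, muscle, adipocytes and red blood cells. Each list was compared with all other genes by camera of limma with a preset correlation between genes of 0.01, and adjusted p values were computed over the 35 lists. Camera with an estimated correlation, fry, which does not compare a list with other genes, and preranked gene set enrichment in fgsea with 1000 permutations of gene sets were run beside it. A list was called at an adjusted p under 0.05. The study's own criterion for an enriched gene set, a false discovery rate of at most 0.25 or a nominal p under 0.05, was applied beside it after the values were seen. The study's GSEA used MSigDB collections, which were not used here, and its methods define the rank metric as the ratio of control to knockout, whereas the figure labels the mutant as positive, as was done here.

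The genes named in the text were chosen by a rule fixed with the lists: every gene that the paper names for these cells (the direction in its figure was then known), the 12 largest rises and the 12 largest falls among clusters with 1 gene symbol past the study threshold and without overlap between genotypes, and of each list the members past the threshold (at most 4) or, where fewer than 2 passed, the 2 to 3 members with the largest change. *Xist*, the Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d* and the other *Ces1* family genes lie outside this rule and were chosen after their values were seen.

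Alternatives were the methods' t-test, the replicate number as a block in limma and in a plain linear model, limma-trend, quantile normalization, median centring, a filter that kept the 21360 clusters above the median of all values (4.38) on at least 2 arrays, clusters with exactly 1 gene symbol, the most extreme or the mean cluster per gene, and each array left out in turn. In the plain linear model with the replicate number, 67 clusters whose estimated error lies below the rounding of the deposited values were given no test. This rule was set after the first values of that alternative were seen, because such clusters otherwise give extremely small p values. With a lower limit on the error, which left 44 clusters without a test, 21 clusters had an adjusted p under 0.05 in that alternative, against 0 with the rule used. With an array left out, the lone array of a genotype is assumed to vary like the other genotype. Such a fit also has less power, so that an ended call does not by itself show that the change rests on the array left out. Tests on clusters with any gene symbol were added after the data were seen.

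The comparison was tested on simulated arrays of the same size and spread. Of 100 clusters changed by 1 on the log2 scale 79.0% passed the study threshold, as did 100% of those changed by 2, and 0 had an adjusted p under 0.05. Before any change was added to the simulated arrays, 1688 of the 41345 clusters passed the study threshold and 0 had an adjusted p under 0.05. The precision is limited by the number of arrays. Ingenuity pathway analysis and the qRT-PCR of the study were not repeated here.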

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

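The tests without control replicate 1 and those on a single array were chosen only after the results were seen, and the comparison with random lists was set before its result was seen. The study does not discuss T cell, ribosomal protein or Notch gene groups as such in these arrays, and each was called by camera. It names cellular growth and proliferation among the functions from Ingenuity, and the proliferation genes listed here were called as well.

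Markers of T cells were lower in *Hes1*eKO HFSCs, with a median log2 fold change of −0.54 over 9 genes (adjusted p = 6.66e-04, adjusted p = 0.711 with an estimated correlation), and so were markers of Langerhans cells and macrophages, with −0.59 over 19 genes, not called by camera (adjusted p = 0.0642) but called without control replicate 2 (adjusted p = 8.52e-06) and by preranked GSEA (adjusted p = 0.0110 by permutation). Carry-over of immune cells into the sort of control replicate 1, which the gate on CD34 and CD49f would largely remove, may account for the second group: without that array its median was −0.0086, and *H2-Ab1*, an abundant gene of these cells, had 10.42 on it against 6.92 on the other control and 7.98 and 6.85 on the *Hes1*eKO arrays. The median of this group was −0.66 within replicate number 1 and −0.14 within number 2, and 10 of its 19 genes were lower within both numbers. For T cell markers it cannot be told apart from a difference between genotypes, since without that array the median was −0.41 but the call ended (adjusted p = 0.0872), as it did without *Hes1*eKO replicate 1 (adjusted p = 0.0543). The median of the T cell markers was −0.73 within replicate number 1 and −0.11 within number 2, and 5 of the 9 were lower within both numbers. The study picked *Xcl1* of the T cell list (adjusted p = 0.0102 without it) and *Cd86* and *Alox5* of the other (adjusted p = 0.137 without them) from these arrays. A difference between the genotypes in skin immune cells stays open and was not tested.

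Genes of proliferation were lower, with a median of −0.32 (adjusted p = 6.97e-06, adjusted p = 0.711 with an estimated correlation, which was 0.379). Their median was −0.73 within replicate number 1 and −0.07 within number 2, so that the fall lay mostly in the arrays of number 1. A shift shared by all genes of similar signal is argued against, since 10000 random lists matched on signal had a 2.5th percentile of −0.10. Cycling cells carried over into the sort of control replicate 1 alone cannot be told apart from a difference between genotypes, since without that array the median was −0.19 and the call ended (adjusted p = 0.0531). Fewer cycling cells among *Hes1*eKO HFSCs stays open and was not tested.

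With all arrays, genes of oxidative phosphorylation and cytosolic ribosomal proteins were lower together, the second with a median of −0.14 over 42 genes (adjusted p = 6.66e-04, adjusted p = 0.783 with an estimated correlation), with *Rps18* (−0.62) and *Rps7* (−0.46) not past the study threshold. The estimated correlation between genes was 0.470 for oxidative phosphorylation and 0.521 for ribosomal proteins, far above the preset 0.01. Within replicate number 1 the median log2 fold changes were −0.53 for oxidative phosphorylation and −0.33 for ribosomal proteins. Within number 2 they were 0.07 and 0.04, so that the fall was confined to the arrays of number 1. A shift shared by genes of similar signal is argued against, since matched random lists had 2.5th percentiles of −0.0634 for oxidative phosphorylation and −0.0892 for ribosomal proteins. A single array that stands apart may account for the ribosomal group, whose median was −0.0395 without *Hes1*eKO replicate 1 (adjusted p = 0.350) and whose call also ended without control replicate 1 (adjusted p = 0.293). For oxidative phosphorylation the highest such median was −0.0810, without *Hes1*eKO replicate 1, which leaves a single array and the genotype unable to be told apart. A lower mitochondrial and ribosomal gene expression in *Hes1*eKO HFSCs stays open and was not tested.

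Notch signaling genes without *Hes1* were higher, with a median of 0.17 over 28 genes (adjusted p = 0.0213, adjusted p = 0.711 with an estimated correlation), a call that ended without control replicate 1 (adjusted p = 0.0832), control replicate 2 (adjusted p = 0.0771) or *Hes1*eKO replicate 1 (adjusted p = 0.350), and in preranked GSEA (adjusted p = 0.0680 by permutation).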

How the results depend on the processing

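The tests on clusters with any gene symbol, the splits of the arrays and the lower limit on the error were chosen only after the result was seen, and the other alternatives before the data were examined. Against 684 higher and 637 lower transcript clusters, the methods' t-test gave 245 and 224 (all 469 among the same clusters), the dim filter 372 and 347, clusters with exactly 1 gene symbol 234 and 281, limma-trend 673 and 625, quantile normalization 696 and 646, and median centring 661 and 675. The fewer clusters tested account for part of the lower counts of the filters, and otherwise the cause was not tested. With any gene symbol, limma gave 240 and 303 and the methods' t-test 67 and 96. With 1 array left out, 639 to 1182 were higher and 636 to 1356 lower, and 0 clusters had an adjusted p under 0.05 in any setting, except that the plain linear model with the replicate number gave 21 with a lower limit on the error of a cluster. With the replicate number as a replicate block, limma gave 949 and 885 and shared 1150 calls with the fit without it, a plain linear model gave 163 and 162, and on clusters with any gene symbol 49 and 55. Of 50 called clusters named by gene here, the block in limma called 50 and the plain linear model 17, without *Gli1*, *Esco2*, *Dhh*, *Skil*, *Acox3*, *Rb1*, *Ccna2*, *Mki67*, *Top2a*, *Cidea*, *Cldn5*, *Zap70*, *Kit*, *Mir342*, *Rpl31-ps21*, *Tubg2*, *1700063D05Rik*, *Mrgpra9*, *Mir505*, *Mir1898*, *Mir5123*, *Ret*, *Mmp2*, *Phactr1*, *Csta3*, *Cd7*, *Hbq1a*, *Stfa1*, *Mir1941*, *E2f8* and the clusters of *Syne1*. Of the named genes not called without the block, both blocked fits called *Alox5*, *Lbp*, *Ptgs2*, *Slco2a1* and *Cd86*, and limma alone called *Hhip*, *Tmem67*, *Tgfb2*, *Inhbb*, *Dsg2*, *Fads1*, *Insig1*, *Hoxc13*, *Col1a2* and *Dcn*. The methods' t-test called 21 of the 50, limma-trend 49 and both scalings all, and the dim filter called 37 and left the other 13 untested. The paper speaks of independent pairs of samples and of littermate controls matched by sex, and *Xist* and Y-linked genes followed the number, but no source states that a shared number marks a shared litter. The same-numbered deviations from the genotype means correlated at 0.143 across clusters, which does not decide the question. The 2 arrays of number 2 correlated at 0.974 and those of number 1 at 0.963, against 0.960 for the 2 controls and 0.968 for the 2 *Hes1*eKO arrays. With the block, 12 lists were called against 7 without it, the added ones being Langerhans cells and macrophages (adjusted p = 9.39e-04), hair matrix (adjusted p = 0.0303), dermal fibroblasts (adjusted p = 0.0336), and endothelium and mast cells (adjusted p = 0.0456 for each), and limma-trend, both scalings and both other ways to choose a cluster per gene called 7 lists. The dim filter called 8, preranked GSEA 10, the fits with 1 array left out 4 to 13, and camera with an estimated correlation and fry 0. For hedgehog targets, junctions and oxidative phosphorylation the adjusted p was 0.711 with an estimated correlation, and 0.506, 0.506 and 0.769 in fry. With 1 array left out, the adjusted p of hedgehog targets ran from 0.00513 to 0.0829 and that of oxidative phosphorylation from 2.69e-09 to 0.393, and the cause was not tested. Splitting the 4 arrays by replicate number gave 2241 clusters past the threshold, against 1321 for the genotypes. The 3 splits are too few to give a share under 0.05, and 2 of them, that of the genotypes included, gave at least as many. The split by replicate number follows a structure of the samples, with 4 clusters at an adjusted p under 0.05. Dim signal limits single clusters, as for *Vmn1r192* and *Sox2*. It also limits the 13 called clusters that the dim filter left untested. These were *S100a9*, *Esco2*, *Mir10b*, *1700063D05Rik*, *Mrgpra9*, *Csta3*, *Mirlet7c-2*, *Hbq1a*, *Cidea*, *Cldn5*, *Zap70*, *Ces1f* and the *Syne1* cluster at 1.64.

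Some results that were not called with all arrays turned in direction. *Sox9* turned with median centring (−0.0083), and *Slc4a1* with quantile normalization (−0.0091) and median centring (−0.0016). Fatty acid synthesis turned with the replicate block (adjusted p = 0.947) and preranked GSEA (adjusted p = 0.441 by permutation). Sebaceous gland markers turned with the block (adjusted p = 0.947), the dim filter (adjusted p = 0.357) and fry (adjusted p = 0.903), and adipocyte markers with the block (adjusted p = 0.960), quantile normalization (adjusted p = 0.985), fry (adjusted p = 0.974) and GSEA (adjusted p = 0.937 by permutation). With 1 array left out, log2 fold changes that turned ranged from −0.20 to 0.18 for *Smo*, −1.48 to 0.18 for *Alox5*, −0.0065 to 0.20 for *Vmn1r192*, −0.47 to 0.056 for *Ces1e*, −0.28 to 0.75 for *Cdkn1a*, −0.16 to 0.052 for *Cdkn1c*, −0.77 to 0.24 for *Igfbp3*, −1.12 to 0.20 for *Cd34*, −0.20 to 0.20 for *Sox9*, −0.44 to 0.32 for *Nfatc1*, −1.19 to 0.031 for *Acads*, −0.12 to 1.76 for *Fads2*, −1.36 to 0.44 for *Atf3*, −0.14 to 0.42 for *Krt6a*, −3.57 to 0.46 for *Defb6*, −0.93 to 2.70 for *Lor*, −1.34 to 0.60 for *Krtdap*, −3.74 to 2.33 for *Dcn*, −0.29 to 0.58 for *Crabp1*, −0.28 to 0.56 for *Alpl*, −2.93 to 0.31 for *H2-Aa*, −3.00 to 0.50 for *H2-Ab1*, −1.92 to 0.25 for *S100a8*, −4.18 to 0.12 for *Cpa3*, −1.54 to 0.0033 for *Mcpt4*, −1.18 to 0.012 for *Tyrp1*, −0.53 to 0.040 for *Mlana*, −0.079 to 0.28 for *Sox10*, −0.13 to 0.26 for *Cdh19*, −0.60 to 0.26 for *Krt8*, −0.17 to 0.037 for *Atoh1*, −0.12 to 0.28 for *Lep* and −0.13 to 0.15 for *Slc4a1*. The adjusted p of lists that turned ranged from 0.486 to 0.895 for fatty acid synthesis and activation, 0.478 to 0.844 for cholesterol synthesis and uptake, 0.298 to 0.702 for eicosanoid metabolism, 0.274 to 0.957 for cell cycle inhibitors, 0.00135 to 0.697 for dissociation stress and immediate early, 0.0407 to 0.788 for bulge stem cell, 0.155 to 0.994 for inner bulge and companion layer, 2.60e-08 to 0.597 for differentiated epidermis, 0.437 to 0.832 for sebaceous gland, 3.56e-04 to 0.368 for dermal fibroblast, 8.52e-06 to 0.703 for Langerhans cell and macrophage, 0.0457 to 0.862 for melanocyte, 0.345 to 0.895 for Merkel cell, 0.393 to 0.931 for muscle and 0.703 to 0.779 for adipocyte. The cause was not tested for any of them.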

Differences from the paper's values

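The tests on clusters with any gene symbol and those of gene lists at the study's own criterion were chosen only after the result was seen. The paper gives 77 upregulated and 88 downregulated genes at this threshold, against 684 and 637 transcript clusters here. None of the alternatives set before the data were examined came within 1.5 times of the paper's counts. The methods' t-test on clusters with any gene symbol, chosen after seeing the values, gave 67 and 96, and drops 8 of the 17 genes of Fig. 4A. The paper counts genes, and the counts here are of transcript clusters with or without a gene symbol.

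The *Hes1* ratio of *Hes1*eKO to control was 0.718 on the arrays, against about 0.03 (SD about 0.05) for the paper's qRT-PCR in Fig. 4C, read by eye. For *Gli1* it was 0.646 against the paper's about 0.39 (SD about 0.16) in Fig. 4C, read by eye, and for *Ptch1* 0.707 against the paper's about 0.37 (SD about 0.21) in Fig. 4C, read by eye. None of the alternatives set before the data were examined brought any of these ratios within the paper's values. The qRT-PCR used 4 pairs of samples and another assay, and all 3 ratios lie below 1 in both.

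Of the 17 genes of Fig. 4A taken here, all had the paper's direction and 10 passed the study threshold. The 7 that did not are *Alox5*, *Lbp*, *Ptgs2*, *Slco2a1*, *Cd86*, *Vmn1r192* and *Ces1e*. With the replicate number as a replicate block, limma called 15, all but *Vmn1r192* and *Ces1e*. The plain linear model with the block called 14, those 15 without *Esco2*, both on all clusters and, in a test chosen after seeing the values, on clusters with any gene symbol. *Vmn1r192* and *Ces1e* were not called under any setting run. Of its family, *Ces1f* (−0.63) passed, chosen after seeing the values, a call that ended without any of the 4 arrays (−0.55 to −0.71), while *Ces1d* (0.10) and *Ces1g* (−0.19) did not.

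The study took a gene set as enriched at a false discovery rate of at most 0.25 or a nominal p under 0.05, while lists were called here at an adjusted p under 0.05, on other gene sets. The paper states that TGF-β superfamily signaling is upregulated. The BMP and TGF-β list here had a median in that direction and was not called at an adjusted p under 0.05 in any setting run, with an adjusted p from 0.185 to 0.711. Because this list holds ligands and antagonists alike, its direction does not give that of signaling. At the study's criterion it was not enriched in preranked GSEA (adjusted p = 0.436 by permutation). It met that criterion, higher in *Hes1*eKO, by camera with all arrays (adjusted p = 0.222), with the replicate block (adjusted p = 0.245), median centring (adjusted p = 0.2097), the dim filter (adjusted p = 0.185), the most extreme cluster (adjusted p = 0.212) or the mean of clusters per gene (adjusted p = 0.2104), and without *Hes1*eKO replicate 1 (adjusted p = 0.241). The paper states that fatty acid metabolism is downregulated, and the fatty acid oxidation list here had a median log2 fold change of 0.06, higher in *Hes1*eKO, and was not called at an adjusted p under 0.05 in any setting run, with an adjusted p from 0.230 to 0.711. At the study's criterion it was not enriched in preranked GSEA (adjusted p = 0.335 by permutation) and was higher with median centring (adjusted p = 0.230), with the mean of clusters per gene (adjusted p = 0.238) and, by its nominal p, in fry. Without *Hes1*eKO replicate 2 the median was −0.02. The fatty acid synthesis and activation list had a median of −0.05, in the paper's direction, and a mean of 0.02, and met neither threshold in any setting run (adjusted p = 0.824 with all arrays). The paper states that Smoothened signaling regulation is downregulated. Hedgehog targets were lower here, while hedgehog signaling components had a median of 0.04 and were not called at an adjusted p under 0.05 (adjusted p = 0.0707). That list holds activators such as *Smo* and inhibitors such as *Sufu*, so that its direction does not give that of pathway activity. At the study's criterion these components were higher in *Hes1*eKO in preranked GSEA (score 1.53, adjusted p = 0.144 by permutation) and in 12 of 15 settings, this one included, and lower in 0. The junctions and oxidative phosphorylation lists were called in the paper's direction at an adjusted p under 0.05. With an estimated correlation, the calls of hedgehog targets, junctions and oxidative phosphorylation by camera ended (adjusted p = 0.711 for each). Those of all other lists ended as well, so that this alternative does not single these lists out. The oxidative phosphorylation call also ended without control replicate 1 (adjusted p = 0.393) or *Hes1*eKO replicate 1 (adjusted p = 0.166), and the hedgehog call without *Hes1*eKO replicate 1 (adjusted p = 0.0829).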

Other observations

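The comparison of replicate numbers was chosen only after its result was seen. Among the other epithelial groups, hair matrix, inner root sheath and hair shaft genes had a median log2 fold change of 0.15 over 17 genes (adjusted p = 0.0596, and adjusted p = 0.711 with an estimated correlation), and were called with the dim filter (adjusted p = 0.0130), in preranked GSEA (adjusted p = 0.0143 by permutation) and without control replicate 1 (adjusted p = 0.0326). *Dlx3*, a transcription factor gene of hair differentiation, rose by 1.20 (standard error 0.28), and the root sheath keratin gene *Krt71* (0.78) and the hair shaft regulator gene *Hoxc13* (0.73) did not pass the study threshold. Bulge stem cell markers had a median of 0.06 over 14 genes (adjusted p = 0.377, and adjusted p = 0.0407 without control replicate 2), with *Tcf7l1* at 0.75 and *Lgr5* at 0.43, and the inner bulge and companion layer a median of −0.16 over 4 genes (adjusted p = 0.545), with *Fgf18* at −0.49, *Krt6b* at −0.28 and *Krt6a* at 0.14. Markers of the upper follicle and isthmus had a median of −0.35 over 6 genes (adjusted p = 0.108, and adjusted p = 0.0141 without *Hes1*eKO replicate 2), with *Defb6* at −1.55, *Lgr6* at −0.39 and *Krt17* at −0.36. Differentiated epidermis had a median of 0.14 over 10 genes (adjusted p = 0.328), with *Lor* at 0.88, *Ivl* at 0.54 and *Krtdap* at −0.37. It was called in both directions with 1 array left out, higher without *Hes1*eKO replicate 1 (median 0.63, adjusted p = 2.60e-08) and lower without *Hes1*eKO replicate 2 (median −0.69, adjusted p = 0.00877). Among 9 sebaceous gland markers, *Cidea* rose by 0.68 and *Mgst1* fell by 0.59, and the median was −0.02 while camera placed the list higher (adjusted p = 0.971). Without *Hes1*eKO replicate 1 the call of *Dlx3* ended (0.95), as it did without control replicate 2 (0.99). Those of *Cidea* (0.48, 0.67 and 0.69) and *Cldn5* (0.48, 0.73 and 0.69) ended without *Hes1*eKO replicate 1, control replicate 1 or control replicate 2, and that of *Mgst1* (−0.53 to −0.64) without any of the 4 arrays. By the methods' t-test the calls of *Dlx3*, *Cidea*, *Cldn5*, *Zap70* and *Kit* ended, and that of *Zap70* also ended with limma-trend.

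Wnt signaling genes had a median of 0.13 over 31 genes (adjusted p = 0.450), with *Wif1*, a Wnt antagonist gene also listed for the dermal papilla, at −0.83 and *Nkd2* at 0.60, neither past the threshold. The Notch pathway members with the largest change were *Hes5* (0.52 in its brighter cluster, 0.13 in the other), *Maml3* (0.49) and *Notch1* (0.47). Genes of dissociation stress had a median of 0.01 over 21 genes (adjusted p = 0.222), and were called higher without *Hes1*eKO replicate 1 (median 0.41, adjusted p = 0.00305) or control replicate 2 (median 0.44, adjusted p = 0.00135), with *Hsph1* at 0.62, *Egr2* at 0.49 and *Atf3* at −0.46. *Rps15* was the largest exception among the ribosomal protein genes, at 0.42.

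Endothelial markers had a median of 0.33 over 12 genes (adjusted p = 0.0707) and were called without *Hes1*eKO replicate 2 (adjusted p = 0.00549) or control replicate 2 (adjusted p = 0.0457) and in preranked GSEA (adjusted p = 0.0110 by permutation), and *Cldn5*, a tight junction gene of vessels, rose by 0.71 (standard error 0.22), with *Esam* at 0.52 and *Tek* at 0.49. Of 9 T cell markers, *Zap70* fell by 0.64, a call that ended without either *Hes1*eKO array (−0.76 and −0.52) or control replicate 1 (−0.42), and 1 gene passed when adjusted over the list alone. Langerhans cell and macrophage genes *H2-Aa* (−1.31, standard error 1.19), *H2-Ab1* (−1.25, standard error 1.26) and *Lyz2* (0.85, standard error 0.44) did not pass. Mast cell markers had a median of −0.36 over 7 genes (adjusted p = 0.0644), with *Cpa3* at −2.03, *Tpsb2* at −0.91 and *Mcpt4* at −0.77, and a median of −0.02 without control replicate 1. They were called without control replicate 2 (adjusted p = 9.52e-05) and in preranked GSEA (adjusted p = 0.0143 by permutation). Neutrophil markers had a median of −0.05 over 12 genes (adjusted p = 0.620, and adjusted p = 0.971 without *S100a9*, which the study picked), with *S100a8* at −0.83 and *Il1b* at 0.36. Among 9 melanocyte markers with a median of −0.06 (adjusted p = 0.450, and adjusted p = 0.0457 without control replicate 2), *Kit* fell by 0.64, a call that ended without *Hes1*eKO replicate 2 (−0.44), control replicate 1 (−0.62) or control replicate 2 (−0.67), and *Tyrp1* (−0.59) and *Mlana* (−0.24) did not pass. The remaining marker lists were not called: dermal papilla (median −0.03 over 6 genes, adjusted p = 0.581, *Crabp1* 0.14, *Alpl* 0.14), Schwann cells (0.08 over 4, adjusted p = 0.377, *Erbb3* 0.38, *Sox10* 0.10, *Cdh19* 0.06), Merkel cells (−0.07 over 5, adjusted p = 0.656, *Krt8* −0.17, *Sox2* −0.08, *Atoh1* −0.07), muscle (0.06 over 9, adjusted p = 0.585, *Myh11* −0.28, *Acta2* 0.25, *Myh4* 0.23) and adipocytes (0.01 over 6, adjusted p = 0.971, *Fabp4* −0.27, *Plin1* 0.18, *Lep* 0.08). Of the red blood cell list only *Slc4a1* was measured (0.01).

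The arrays of replicate number 2 had higher levels of dermal fibroblast markers than those of number 1, by a median of 1.09 on the log2 scale over 12 genes. *Dcn*, an abundant gene of these cells, had 4.83 and 3.88 on the control and *Hes1*eKO arrays of number 1 and 10.42 and 9.95 on those of number 2. Between genotypes the list had a median of −0.31 (adjusted p = 0.402), with *Pdgfra* at 1.04, *Col1a2* at −0.96 and *Dcn* at −0.71, none past the threshold. It was called lower without *Hes1*eKO replicate 2 (median −0.90, adjusted p = 0.0120) or control replicate 1 (median −1.22, adjusted p = 3.56e-04) and higher without control replicate 2 (median 0.50, adjusted p = 0.0407).

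Some of these genes passed the study threshold only with 1 array left out. Without control replicate 2 these were *Tcf7l1* (1.17), *Pdgfra* (2.00), *H2-Aa* (−2.93), *H2-Ab1* (−3.00), *S100a8* (−1.92), *Cpa3* (−4.18), *Tpsb2* (−1.75), *Mcpt4* (−1.54) and *Tyrp1* (−1.18). Without *Hes1*eKO replicate 2 they were *Wif1* (−1.40), *Hsph1* (0.97), *Defb6* (−3.57), *Krtdap* (−1.34) and *Lyz2* (1.43), and without *Hes1*eKO replicate 1 *Lor* (2.70), *Ivl* (0.96) and *Esam* (0.97).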
